# Purification of functional human ES and iPSC-derived midbrain dopaminergic progenitors using LRTM1

**DOI:** 10.1038/ncomms13097

**Published:** 2016-10-14

**Authors:** Bumpei Samata, Daisuke Doi, Kaneyasu Nishimura, Tetsuhiro Kikuchi, Akira Watanabe, Yoshimasa Sakamoto, Jungo Kakuta, Yuichi Ono, Jun Takahashi

## Abstract

Human induced pluripotent stem cells (iPSCs) can provide a promising source of midbrain dopaminergic (mDA) neurons for cell replacement therapy for Parkinson's disease (PD). However, iPSC-derived donor cells inevitably contain tumorigenic or inappropriate cells. To eliminate these unwanted cells, cell sorting using antibodies for specific markers such as CORIN or ALCAM has been developed, but neither marker is specific for ventral midbrain. Here we employ a double selection strategy for cells expressing both CORIN and LMX1A::GFP, and report a cell surface marker to enrich mDA progenitors, LRTM1. When transplanted into 6-OHDA-lesioned rats, human iPSC-derived LRTM1^+^ cells survive and differentiate into mDA neurons *in vivo*, resulting in a significant improvement in motor behaviour without tumour formation. In addition, there was marked survival of mDA neurons following transplantation of LRTM1^+^ cells into the brain of an MPTP-treated monkey. Thus, LRTM1 may provide a tool for efficient and safe cell therapy for PD patients.

## Abstract (web summary)

Midbrain dopaminergic neurons generated from stem cells show promise for the treatment of Parkinson's disease. Here, the authors use the cell surface marker, LRTM1, to enrich the midbrain dopaminergic progenitors and show improved motor function/cell survival when grafted into rat/monkey brains, respectively.

Parkinson's disease (PD) is a progressive neurodegenerative disorder caused by a loss of midbrain dopaminergic (mDA) neurons. Cell replacement therapy using human pluripotent stem cells (PSCs) is expected to ameliorate the disease. A combination of dual SMAD inhibition and GSK3B inhibition has enabled us to induce mDA neurons from human embryonic stem cells (hESCs) and human induced PSCs (hiPSCs)^1^,^2^. However, the differentiated cells are heterogeneous and may contain residual undifferentiated stem cells or proliferating neural progenitor cells, which may cause tumour formation^3^,^4^,^5^,^6^. Furthermore, previous clinical trials using fetal mesencephalic cells suggested that contaminating serotonergic neurons may cause graft-induced dyskinesia^7^,^8^. Therefore, the elimination of these unwanted cells is critical for clinical application in terms of safety.

For that purpose, fluorescence-activated cell sorting (FACS) using antibodies for CORIN, a floor plate (FP) marker^9^, or ALCAM, a central nervous system microvascular endothelium marker^10^, have been developed. However, both CORIN and ALCAM are expressed not only in the ventral midbrain (VM) but also in more caudal FP during early brain development^11^,^12^. Therefore, cell sorting using anti-CORIN or anti-ALCAM antibodies alone cannot exclude the possibility of contaminating cells from outside the VM.

To overcome this problem, one possible strategy is to combine a refined differentiation protocol that induces mesencephalon with FACS using anti-CORIN antibody^9^. Another strategy is double sorting using antibodies for CORIN and OTX2, a transcriptional factor of the forebrain and midbrain^13^. In that study, an OTX2::GFP knock-in (KI) mouse ESC (mESC) line was established and made to differentiate into neurons. CORIN^+^OTX2::GFP^+^ cells gave rise to more mDA neurons than unsorted cells and improved abnormal motor behaviour of 6-hydroxydopamine (6-OHDA)-lesioned rats when grafted into the striatum^13^. Theoretically, the combination of a fore- and midbrain marker and an FP marker enables us to isolate VM cells. However, OTX2 is not a cell surface protein but a transcription factor, meaning that its antibody cannot be used in FACS in clinical settings.

To address this issue, we took advantage of LMX1A, a transcription factor for the midbrain^14^. We produced LMX1A::GFP KI mESC line as a tool for visualizing midbrain cells and then performed microarray analysis to identify cell surface markers specific for VM cells by comparing gene expression profiles between CORIN^+^ and CORIN^−^ cells in LMX1A::GFP^+^ cells. Here we report that a cell surface protein, LRTM1, is specifically expressed in mouse fetal VM. Purification of hiPSC-derived LRTM1^+^ cells resulted in a higher density of mDA neurons surviving in the striatum of 6-OHDA-lesioned rats than did unsorted cells and better behavioural recovery. In addition, hiPSC-derived LRTM1^+^ cells survived well in a short-term primate study without overgrowth.

## Results

### Purification of mDA progenitors from CORIN^+^LMX1A^+^ cells

During early development of mouse brain, LMX1A is expressed in midbrain^14^, whereas CORIN is expressed in FP^9^. Based on these findings, we hypothesized that VM cells including mDA progenitors can be purified by a combination of these two markers (Fig. 1a–c). To visualize midbrain cells, we produced an LMX1A::GFP KI mESC line. The cells were induced to differentiate into neuronal lineage by the serum-free floating culture of embryoid body-like aggregates with the quick reaggregation method (Fig. 1d)^15^. Although LMX1A::GFP expression was not detectable in the early differentiation stage (Fig. 1e), it became apparent on day 9 (Fig. 1f). In support of this trend, the messenger RNA levels of *Oct-4* (also known as *Pou5f1*) gradually decreased from day 0 (Supplementary Fig. 1a). The emergence of LMX1A::GFP^+^ cells closely paralleled the onset of not only *Lmx1a*, but also *Corin*, *Nurr1* (also known as *Nr4a2*) and *Th* (Supplementary Fig. 1b–e). A flow cytometric analysis revealed that the percentage of CORIN^+^LMX1A::GFP^+^ cells reached a peak on day 9 (30.5±3.1% of total cells; *n*=3; Supplementary Fig. 1f). Immunostaining of the cells on day 9 showed that NURR1, a marker for postmitotic DA progenitors, was expressed by CORIN^−^LMX1A::GFP^+^ cells (Supplementary Fig. 1g). Intriguingly, FOXA2^+^ FP cells^16^,^17^ were enriched in CORIN^+^LMX1A::GFP^+^ and CORIN^−^LMX1A::GFP^+^ populations on day 9 (Supplementary Fig. 2). Comparative gene expression analysis among these populations revealed that CORIN^+^LMX1A::GFP^+^ cells expressed significantly lower levels of *Six3*, a forebrain marker, and *Gbx2*, a hindbrain marker, compared with CORIN^−^LMX1A::GFP^−^ cells or CORIN^−^LMX1A::GFP^+^ cells (Supplementary Fig. 3a,b). On the other hand, CORIN^+^LMX1A::GFP^+^ cells expressed significantly higher levels of *Corin*, *Lmx1a* and *Nurr1* compared with other populations (Supplementary Fig. 3c–e). To determine whether CORIN^+^LMX1A::GFP^+^ cells give rise to mature mDA neurons more efficiently, we cultured CORIN^+^LMX1A::GFP^+^ cells and unsorted cells for another 5 days for maturation (Fig. 1d). Double-labelled immunostaining revealed that CORIN^+^LMX1A::GFP^+^ cells gave rise to mDA neurons, which expressed TH, NURR1 and dopamine transporter (DAT) (also known as SLC6A3), more frequently than unsorted cells (Fig. 1g–o). These results indicate that mDA progenitors were enriched in the CORIN^+^LMX1A::GFP^+^ population.

### LRTM1 is a cell surface marker for mDA progenitors

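Gene expression was measured in 4 sorted cell populations, with 1 array for each and no replicate. The first comparison was made in cells derived from mouse ESCs that carry GFP at the Lmx1a locus, sorted on day 9 of neural differentiation into CORIN+LMX1A::GFP+ and CORIN-LMX1A::GFP+ cells. The second was made in CORIN+ and CORIN- cells sorted from the ventral midbrain (VM) of mouse fetuses at E11.5. CORIN is a serine protease on the surface of floor plate cells, and LMX1A is a transcription factor of midbrain dopaminergic (mDA) progenitors. Corin itself, whose product the antibody sort selects, had a log2 signal of 13.10 in CORIN+LMX1A::GFP+ cells and 11.13 in CORIN-LMX1A::GFP+ cells, which is 3.90-fold. In the fetal VM it was 11.43 in CORIN+ cells and 7.28 in CORIN- cells, which is 17.7-fold. Lmx1a was not analysed here, because no probe set was paired with it alone.
The RNA was labelled with a whole-transcript kit and hybridized to Affymetrix whole-transcript arrays, and the authors deposited 1 log2 signal per array for each of 28856 transcript clusters (probe sets that cover a transcript). The paper names GeneSpring for the analysis, and its text does not name the normalization between arrays, a filter on dim clusters or the fold threshold. The median log2 signal was 7.97 in CORIN+LMX1A::GFP+ cells, 8.00 in CORIN-LMX1A::GFP+ cells, 8.03 in fetal CORIN+ cells and 7.97 in fetal CORIN- cells. Across clusters, which are not independent replicates, the log2 signals of the compared arrays had a Pearson correlation of 0.994 in the ESC-derived pair and 0.984 in the fetal pair. From these signals the log2 fold of each cluster was taken as CORIN+ minus CORIN-, and a cluster was counted when it was at least 2-fold higher or lower, since the lists in Supplementary Data 1 end just above that fold. Over all clusters the log2 folds had a scaled median absolute deviation of 0.146 in the ESC-derived pair and 0.162 in the fetal pair. Genes were then read by 23 lists of cell types, brain regions and pathways, written before the data were examined but with Supplementary Data 1 already read. The median log2 fold of a list was set against the central 95% of the medians of 10000 random lists of the same size and matched signal. With 1 array per population no difference has a replicate check, and no p-value is given. The number of arrays limits the precision of every fold.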

To identify a cell surface marker of mDA progenitors, we performed microarray analyses to compare gene expression profiles between the following cell populations: (1) mESC-derived CORIN^+^LMX1A::GFP^+^ cells versus CORIN^−^LMX1A::GFP^+^ cells on day 9, based on the finding that the percentage of CORIN^+^LMX1A::GFP^+^ cells peaked on day 9 (Supplementary Fig. 1f); and (2) CORIN^+^ cells versus CORIN^−^ cells in E11.5 mouse fetal VM, based on the finding that CORIN is expressed by actively dividing cells in the ventricular zone of E11.5 VM (ref. 9 and Supplementary Fig. 4). We chose 83 and 677 genes from the first and the second analysis, respectively, which were expressed at higher levels in the CORIN^+^ population (Fig. 2a,b). Among these candidates, 16 genes were commonly upregulated in ESC-derived CORIN^+^LMX1A::GFP^+^ cells and CORIN^+^ cells in fetal mouse VM (Supplementary Data 1). 

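In the ESC-derived cells, genes of motile cilia and of the floor plate were higher in the CORIN+LMX1A::GFP+ array. Genes of neurons, of mesenchyme and of pluripotent cells and part of the forebrain list were higher in the CORIN-LMX1A::GFP+ array. Of all transcript clusters, 102 were at least 2-fold higher and 135 at least 2-fold lower in CORIN+LMX1A::GFP+ cells. Of 39 measured genes of the motile cilium, 15 were at least 2-fold higher, none was at least 2-fold lower and 24 lay under 2-fold, and the list had a median log2 fold of 0.82 against a random range of -0.074 to 0.066. Among them were Dnajb13 (3.06-fold), the axonemal dynein gene Dnah11 (2.94-fold), Armc3 (2.64-fold) and Enkur (2.59-fold). In Supplementary Data 1, 16 of these genes are listed, and the other 23, which the 2-fold rule holds low, had a median of 0.44. A cluster of Spef2, another gene of the list, was 3.00-fold higher, while its brightest cluster lay under 2-fold. Of 12 floor plate genes, 2 were at least 2-fold higher, none was at least 2-fold lower and 10 lay under 2-fold, with a median of 0.33 against a random range of -0.078 to 0.102. The 2 genes were Corin, whose product the sort selects, and Ferd3l. The secreted floor plate proteins Spon1 and Ntn1 were at 1.91-fold and 1.67-fold, and the floor plate transcription factor Foxa2 was at 1.22-fold. Among the clusters with the largest folds outside these lists were Ralyl (3.70-fold), A830018L16Rik (3.69-fold), Sertm1 (3.18-fold) and Plppr1 (2.99-fold).
In the other direction, all 20 neuronal genes had a lower signal in CORIN+LMX1A::GFP+ cells, 3 of them at least 2-fold, and the median was -0.64 against a random range of -0.076 to 0.109. The RNA-binding proteins Elavl3 and Rbfox3 were 2.03-fold and 2.02-fold lower. Of 16 forebrain genes, 5 were at least 2-fold lower and none was at least 2-fold higher, with a median of -0.42. The homeobox genes Barhl2, Dbx1, Barhl1 and Nkx2-1 were 5.87-fold, 5.50-fold, 4.41-fold and 3.13-fold lower. Emx1, Dlx1, Six6, Vax1 and Rax of the same list had log2 folds of -0.022, 0.035, -0.008, 0.049 and 0.29. Barhl2 and Dbx1 also had log2 signals of 12.02 and 12.46 in CORIN- cells of the fetal VM. Their fall thus does not by itself place the CORIN-LMX1A::GFP+ cells in the forebrain. Wnt8b, a signalling gene of the roof plate list, was 6.78-fold lower. Of 12 pluripotency genes, 8 were at least 2-fold lower and none was at least 2-fold higher, with a median of -1.14 against a random range of -0.137 to 0.109. Dppa5a was 10.7-fold lower, Utf1 6.20-fold, Nanog 6.06-fold and Pou5f1 3.04-fold. In CORIN+LMX1A::GFP+ cells the log2 signals of Nanog (6.90) and Pou5f1 (6.46) were close to those in the fetal arrays, so the size of these folds depends on the background of the array. Of 19 genes of mesenchyme, meninges and pericytes, 4 were at least 2-fold lower, with a median of -0.54, and the endothelial and roof plate lists had medians of -0.31 and -0.35, all below their random ranges. Genes of mDA progenitors went both ways, with 7 of 14 higher and 7 lower, none of them at least 2-fold. Among clusters above the median signal in at least 1 array, the medians were -0.91 for forebrain, -1.85 for pluripotency, -0.81 for mesenchyme, -0.60 for endothelial and -0.76 for roof plate genes. This filter keeps a gene that is dim in 1 array only if it is brighter in the other. Nanog, for example, had log2 signals of 6.90 in CORIN+LMX1A::GFP+ and 9.50 in CORIN-LMX1A::GFP+ cells. The filter thus favours genes that changed, and part of the larger medians can come from it. Of 14 genes of postmitotic dopaminergic neurons, Dlk1 alone passed 2-fold, at 2.35-fold lower. Th, the rate-limiting enzyme of dopamine synthesis, was at 1.52-fold, and Nr4a2 (Nurr1) was 1.22-fold lower. The 21 genes of cell division all lay under 2-fold, with a median of -0.011. At a threshold of 1.5-fold the counts were 388 higher and 570 lower, and at 3-fold they were 10 and 36.

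**Figure D1:**
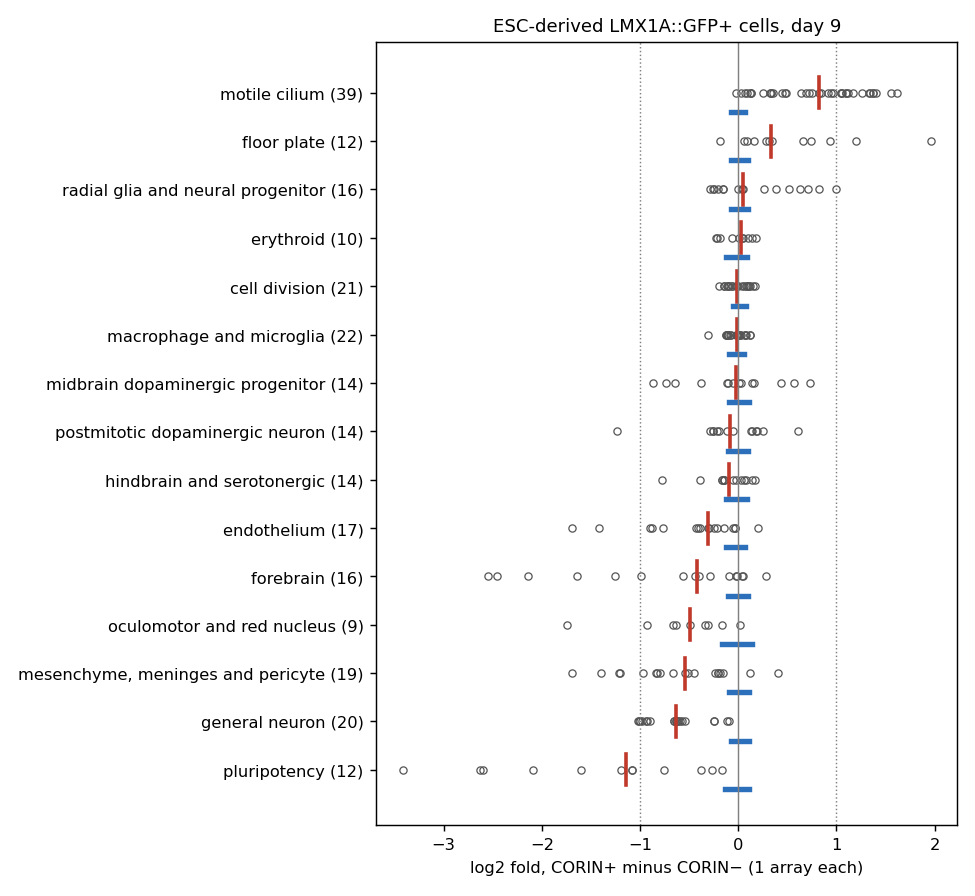
Log2 fold of each measured gene in 15 gene lists, CORIN+LMX1A::GFP+ minus CORIN-LMX1A::GFP+ on day 9, with 1 array per population and the number of measured genes in parentheses. Circles are genes, red bars are list medians, blue bars are the central 95% of medians of 10000 random lists, and dotted lines mark 2-fold. The motile cilium list lies farthest to the right (median 0.82) and the pluripotency list farthest to the left (median -1.14).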

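In the fetal VM, floor plate genes were again higher in the CORIN+ array, and so were genes of macrophages, of mesenchyme and of red blood cells. Among the 10 clusters with 1 symbol and the highest folds, 9 belong to genes of macrophages and other leukocytes and the other is Corin. Of all transcript clusters, 770 were at least 2-fold higher and 194 at least 2-fold lower in CORIN+ cells. All 12 floor plate genes had a higher signal in CORIN+ cells, 5 of them at least 2-fold, and the median log2 fold was 0.64 against a random range of -0.169 to 0.088. Corin, whose product the sort selects, is 1 of the 5. The cell adhesion molecule Alcam was 4.37-fold higher and the axon guidance molecule Slit2 2.77-fold higher. Foxa2, Foxa1, Shh and Chrd were at 1.13-fold, 1.13-fold, 1.27-fold and 1.09-fold. The 7 floor plate genes outside Supplementary Data 1 had a median of 0.35. Of 14 genes of mDA progenitors, 3 were at least 2-fold higher, 1 was at least 2-fold lower and 10 lay under 2-fold, with a median of 0.40. The homeobox genes Msx2 and Msx1 were 4.91-fold and 3.11-fold higher, Wnt1 was 2.63-fold higher, and Pax5 was 2.84-fold lower. Msx1, Msx2 and Wnt1 are also genes of the dorsal midline. All 10 roof plate genes had a higher signal in CORIN+ cells, with a median of 0.88. Bmp4 (4.75-fold), Bmp6 (2.99-fold) and Bmp7 (2.42-fold) were at least 2-fold higher, and the 7 genes outside Supplementary Data 1 had a median of 0.39. Mesenchyme genes were higher in the same array (median 1.95). Bmp4, like the mesenchyme genes Foxc1, Foxc2, Tbx18 and Lum, was lower in the ESC-derived pair. Which cells held the roof plate transcripts was not tested. Nr4a2 and Th were at 1.56-fold and 1.82-fold. The list of postmitotic dopaminergic neurons as a whole had a median of -0.22, with Calb1, a calcium-binding protein, 2.24-fold lower. Of 21 genes of cell division, 20 had a higher signal in CORIN+ cells but none reached 2-fold, with a median of 0.25 and Mki67 at 1.28-fold.
Of 22 genes of macrophages and microglia, 18 were at least 2-fold higher, none was at least 2-fold lower and 4 lay under 2-fold, with a median of 3.07 against a random range of -0.139 to 0.090. Ly86 was 47.9-fold higher, the complement genes C3ar1 and C1qb were 35.5-fold and 30.1-fold higher, and Csf1r, the receptor that macrophages need to survive, was 22.7-fold higher. In CORIN- cells the log2 signals of Ly86 (6.11), C3ar1 (6.11) and C1qb (6.34) were close to those in the ESC-derived arrays, so the size of these folds depends on the background of the array. Of 19 genes of mesenchyme, meninges and pericytes, 15 were at least 2-fold higher, with a median of 1.95. Among them were Osr1 (7.11-fold), Ogn (6.73-fold), Lum (6.71-fold) and Tbx18 (6.17-fold). The 4 genes under 2-fold were Abcc9, Cspg4, Kcnj8 and Rgs5, with log2 folds of 0.63, 0.20, 0.088 and -0.012. The list joins several cell types, and its median does not show that pericyte genes rose with the others. Of 10 erythroid genes, 7 were at least 2-fold higher, with a median of 1.30, and the embryonic globins Hbb-bh1 and Hba-x were 5.50-fold and 4.02-fold higher. Of 17 endothelial genes, 3 were at least 2-fold higher, Cdh5 the most at 5.45-fold, with a median of 0.22 against a random range of -0.149 to 0.082. Among clusters above the median signal in at least 1 array the endothelial median was 1.49 and the erythroid median 2.01. This filter keeps a gene that is dim in CORIN- cells only if it is brighter in CORIN+ cells. Emcn, for example, had log2 signals of 8.62 in CORIN+ and 7.00 in CORIN- cells. Part of the rise of these medians can therefore come from the filter. In the first 3 of these lists, 18, 15 and 7 genes stand in Supplementary Data 1, and the other genes had medians of 0.91, 0.14 and 0.30, of which the mesenchyme value lay inside its random range. Of 12 genes of the immediate-early and dissociation response, 4 were at least 2-fold higher, with Zfp36 at 5.46-fold and Fosb at 2.48-fold.
All 20 neuronal genes had a lower signal in CORIN+ cells, with 2 of them at least 2-fold lower and a median of -0.57. The clusters with the lowest folds included the thalamic and midbrain transcription factor Sox14 (3.66-fold lower), the glutamate decarboxylase gene Gad2 (3.45-fold lower), Tal2 (3.07-fold lower) and the vesicular GABA transporter Slc32a1 (3.01-fold lower). Of 16 forebrain genes, 4 were at least 2-fold lower, with Dlx1 3.25-fold, Dlx2 3.03-fold and Six3 2.37-fold lower. Of 14 hindbrain and serotonergic genes, 3 were at least 2-fold lower, namely Gata3 (2.90-fold), Gata2 (2.74-fold) and Nkx2-2 (2.53-fold). The Hox genes of this list had log2 folds from -0.25 (Hoxb2) to 0.16 (Hoxa2). Gbx2 was at -0.92, and the serotonergic genes Slc6a4 and Tph2 were at -0.08 and -0.34. The fall of the 3 genes thus does not show that hindbrain or serotonergic cells were fewer in the CORIN+ population. The count of lower clusters was 118 when 32 was added to each linear signal and 98 among clusters above the median signal in at least 1 array. At a threshold of 1.5-fold the counts were 1434 higher and 748 lower, and at 3-fold they were 312 and 14.

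**Figure D2:**
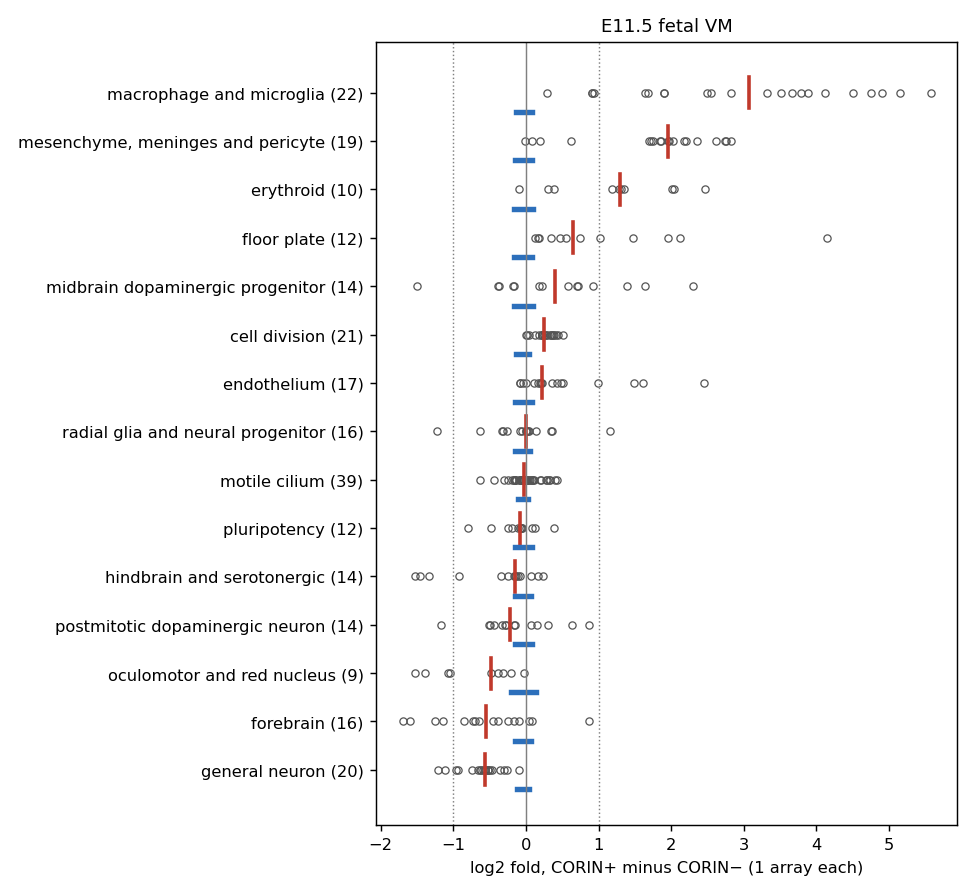
Log2 fold of each measured gene in 15 gene lists, CORIN+ minus CORIN- in the E11.5 fetal VM, with 1 array per population and the number of measured genes in parentheses. Circles are genes, red bars are list medians, blue bars are the central 95% of medians of 10000 random lists, and dotted lines mark 2-fold. The macrophage (median 3.07), mesenchyme (1.95) and erythroid (1.30) lists lie to the right of the floor plate list (0.64).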

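Of the clusters at least 2-fold higher in each comparison, 18 were shared, and they belong to 17 genes. Lists drawn independently of each other would share 2.72 clusters, so the shared number was 6.61 times that. All 16 genes of the paper's list were among the 17 genes. Sv2b, a synaptic vesicle protein, was 2.46-fold higher in ESC-derived CORIN+LMX1A::GFP+ cells and 4.65-fold higher in fetal CORIN+ cells. Ferd3l, a transcription factor of the floor plate, was 2.30-fold and 3.90-fold higher, and Mylip, a ubiquitin ligase, 2.03-fold and 3.34-fold. The gene listed as 4931429I11Rik, now named Jhy, was 2.38-fold and 3.06-fold higher, the heparan sulfate-cleaving enzyme Hpse 2.15-fold and 2.68-fold, and lipoprotein lipase (Lpl) 2.22-fold and 2.32-fold. Prss23 was 2.42-fold and 2.29-fold higher, St3gal6 2.16-fold and 2.29-fold, and Dkk3, a secreted protein of the Dickkopf family, 2.31-fold and 2.06-fold. Unc13c has 7 clusters on the array, all with a higher signal in the CORIN+ population of both comparisons, and 2 of them were at least 2-fold higher in both. The 17th gene was Apela, which encodes a secreted peptide hormone, at 2.24-fold in the ESC-derived cells and 3.70-fold in the fetal VM.
Clusters at least 2-fold lower in both comparisons numbered 6, against 0.908 for independent lists. Another 19 clusters were at least 2-fold lower in ESC-derived CORIN+LMX1A::GFP+ cells and at least 2-fold higher in fetal CORIN+ cells, against 3.60 for independent lists, and 1 cluster ran the other way. Across all clusters, which are not independent replicates, the log2 folds of both comparisons had a Pearson correlation of 0.057 and a Spearman correlation of 0.098. The folds lie close to the threshold in many cases, and 14 of the 16 genes stayed shared after quantile normalization and 12 after 32 was added to each linear signal. The shared count was 83 at a threshold of 1.5-fold and 1 at 3-fold.

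**Figure D3:**
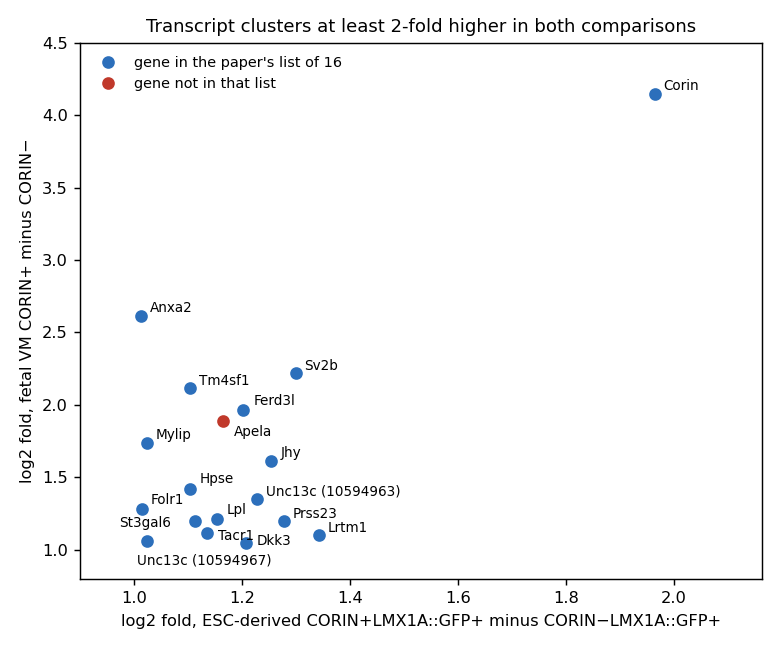
Log2 fold in the ESC-derived cells (horizontal axis) and in the fetal VM (vertical axis) of the 18 transcript clusters at least 2-fold higher in both, with 1 array per population. Blue points belong to genes in the paper's list of 16 and the red point to Apela; Corin stands apart at 1.96 and 4.15.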

We further selected genes coding a cell surface antigen and conserved in humans, leaving five genes as candidates for a cell surface marker of mDA progenitors: annexin A2 (*Anxa2*), Transmembrane 4 superfamily member 1 (*Tm4sf1*), Folate receptor 1 (*Folr1*), Tachykinin receptor 1 (*Tacr1*) and leucine-rich repeats (LRRs) and transmembrane domains 1 (*Lrtm1*). 

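Of the 5 candidates, Lrtm1 had the highest fold in the ESC-derived cells, and Lrtm1 and Tacr1 had the lowest folds in the fetal VM. Its log2 signal was 11.97 in CORIN+LMX1A::GFP+ cells and 10.63 in CORIN-LMX1A::GFP+ cells, a difference of 2.53-fold that ranked 27th among 28856 clusters. In the fetal VM it was 10.75 in CORIN+ cells and 9.65 in CORIN- cells, a difference of 2.14-fold that ranked 663rd. Anxa2, a calcium-dependent phospholipid-binding protein, was 2.02-fold higher in the ESC-derived cells and 6.12-fold higher in the fetal VM, where its log2 signal was 10.98 in CORIN+ cells and 8.37 in CORIN- cells. Tm4sf1, a membrane protein of the tetraspanin-like L6 family, was 2.15-fold and 4.33-fold higher. The folate receptor Folr1 was 2.02-fold and 2.43-fold higher, and Tacr1, the receptor of substance P, was 2.20-fold and 2.17-fold higher.
Macrophage, mesenchyme and erythroid genes were higher in the same fetal CORIN+ array, and these folds do not tell which cells of the sorted population held a transcript. Of the 16 shared genes, 0 are in the macrophage, mesenchyme, erythroid or endothelial lists. No gene of these lists was at least 2-fold higher in the ESC-derived pair, so the 2-fold rule fixed this 0. It does not bear on which fetal cells held the transcripts. In the ESC-derived pair, where the 5 candidates also passed 2-fold, the macrophage, mesenchyme and erythroid medians were -0.012, -0.54 and 0.025. Folr1 was at 1.997-fold in the ESC-derived cells after quantile normalization, and at 1.99-fold after 32 was added to each linear signal, where Anxa2 was at 1.999-fold. From the genes higher in the CORIN+ population of both comparisons, the paper kept those that encode a cell surface antigen and are conserved in humans, and took these genes forward as candidate markers of mDA progenitors.

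**Figure D4:**
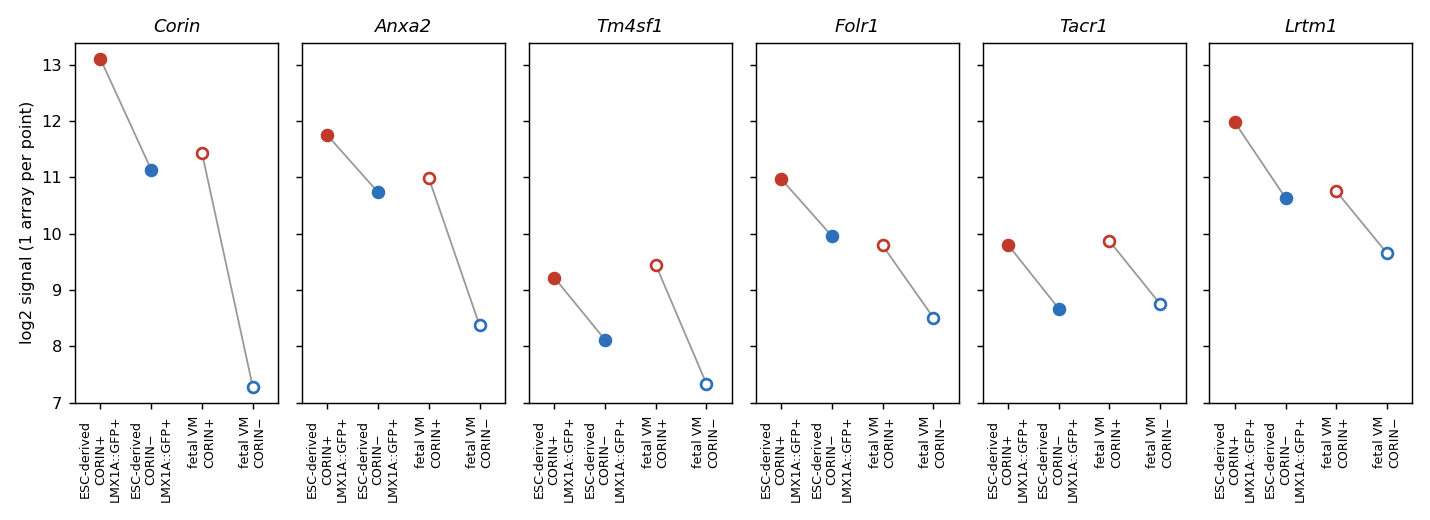
Log2 signal of Corin and of the 5 candidates in the 4 populations, with 1 array per point. Filled points are ESC-derived cells on day 9 and open points the E11.5 fetal VM, with CORIN+ in red and CORIN- in blue, and Lrtm1 runs from 11.97 to 10.63 and from 10.75 to 9.65.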

A semi-quantitative reverse transcriptase–PCR (RT–PCR) analysis revealed that only *Lrtm1* (also known as *A930016D02Rik*) was specifically expressed in E11.5 mouse fetal VM (Fig. 2c).

LRTM1 belongs to the extracellular LRRs superfamily^18^. It is composed of a signal peptide, LRR amino terminus, six LRRs, an LRR carboxy terminus, a transmembrane domain and a short cytoplasmic tail containing a short stretch of acidic residues (Fig. 3a)^18^. As little is known about this protein, we examined the expression of LRTM1 in mouse. A semi-quantitative RT–PCR analysis revealed that LRTM1 mRNA was highly expressed in the brain but weakly expressed in the eye, lung and heart of E11.5 fetal mouse (Fig. 3b). In adult mouse, LRTM1 was expressed only in the eye and heart (Fig. 3c). A double-labelled immunofluorescence study showed that the expression of LRTM1 was restricted to the VM during E10.5 to E11.5. Its expression area was overlapped with that of LMX1A, but LRTM1 was more laterally expressed (Fig. 3d–k,p). On E12.5, a stage when mature DA neurons are generated, the expression of LRTM1 disappeared, whereas LMX1A was still expressed (Fig. 3l–o). In E10.5, the expression of LRTM1 was also overlapped with that of FOXA2, an FP marker (Fig. 3q).

In support of these results, a flow cytometric analysis revealed that LRTM1^+^ cells were more abundantly contained in mouse VM on E11.5 than on E13.5 (Fig. 3r). Furthermore, less LRTM1^+^ cells were contained in E11.5 mouse hindbrain compared with CORIN^+^ cells (Fig. 3s).

These results indicate that the expression of LRTM1 in the developing brain is restricted in terms of the developmental stage, the time of emergence of mDA progenitors and location, namely the VM.

### Enrichment of mouse mDA progenitors by LRTM1 sorting

To determine whether sorting with anti-LRTM1 antibody contributes to the enrichment of mDA progenitors, we dissociated E11.5 mouse VM tissue and purified LRTM1^+^ cells by FACS. The LRTM1^+^ population contained more FOXA2^+^LMX1A^+^ mDA progenitors compared with an unsorted population (42.6±1.7% versus 11.1±1.6%; *n*=4 for each group; Supplementary Fig. 5).

When we induced DA differentiation by the serum-free floating culture of embryoid body-like aggregates with the quick reaggregation method, transient expression of *Lrtm1* was observed in mESC/iPSC lines (Supplementary Fig. 6a). At 9 days after differentiation of the mouse iPSC (miPSC) line 440A3, we found that ∼10% of total cells were LRTM1^+^ and purified them by FACS. These cells contained more FOXA2^+^LMX1A^+^ mDA progenitors compared with unsorted cells (77.2±2.1% versus 42.5±1.6%; *n*=5 and 6, respectively; Supplementary Fig. 6b–d).

To determine whether miPSC-derived LRTM1^+^ cells can survive *in vivo*, we purified the LRTM1^+^ cells by FACS on day 9 and 2 days later we injected them into the striatum of 6-OHDA-lesioned rats. A large number of TH^+^ neurons survived (1,922±691 cells per graft; *n*=3) and extended their neurites into the host striatum at 6 weeks after transplantation (Supplementary Fig. 6e).

These results indicate that mDA progenitors can be isolated from mouse embryo and mouse PSCs by FACS using anti-LRTM1 antibody.

### Enrichment of human mDA progenitors by LRTM1 sorting

To determine whether the same strategy can be applied to human mDA progenitors, we induced DA neurons from hESCs (Kh-ES1; ref. 19) and hiPSCs (1039A1; ref. 20) as previously reported (Fig. 4a)^11^. A comparative temporal gene expression analysis revealed that the expression of a pluripotent cell marker (*OCT4*) gradually decreased, whereas that of a basal and FP marker (*FOXA2*) and a midbrain marker (*LMX1A*) reached a plateau on days 7–14 (Supplementary Fig. 7a–c). Markers for more mature DA neurons (*NURR1* and *TH*) gradually increased for 35 days and the expression of *LRTM1* peaked on day 14 (Supplementary Fig. 7d–f).

Based on these results, we purified human PSC-derived LRTM1^+^ cells on day 14. An immunofluorescence study of the spheres 12 h after sorting revealed that FOXA2^+^LMX1A^+^ mDA progenitors were more abundantly contained in LRTM1^+^ populations compared with unsorted ones (hESC: 89.5±1.5% versus 75.9±4.5%; hiPSC: 86.7±2.6% versus 72.0±1.3%; *n*=6 for each group; Fig. 4b,c). We continued culture of the spheres and performed triple-labelled immunostaining on day 28. Midbrain DA neurons expressing TH, FOXA2 and NURR1 were more frequently observed in LRTM1^+^ populations compared with unsorted and LRTM1^−^ populations (Fig. 4d–i). Further analysis of the spheres revealed that neurons expressing TUJ1 were more frequently observed in the LRTM1^+^ population compared with the unsorted and LRTM1^−^ populations, whereas neural precursor cells expressing NESTIN were more frequently observed in the unsorted and LRTM1^−^ populations (Fig. 4j,m,n). We recently reported that in a transplantation of iPSC-derived early neural cells, SOX1^+^PAX6^+^KI67^+^ cells form rosettes in the grafts and contribute to graft expansion^21^. In the present work, we found that the percentage of KI67^+^ proliferating cells was significantly lower and SOX1^+^PAX6^+^KI67^+^ cells were almost eliminated in the LRTM1^+^ population (Fig. 4k,o,p). There were no PSCs expressing OCT-4 and only few serotonergic neurons expressing 5-HT in the spheres (Fig. 4l,q). On day 70, the LRTM1^+^ cells expressed PITX3, a marker for mature mDA neurons^22^,^23^, and DAT, a principal regulator of DA neurotransmission (Fig. 4r,s). These cells exhibited action potentials according to electrophysiological analysis (Fig. 4t). DA levels in LRTM1^+^ cell cultures were at least six times higher than in unsorted and LRTM1^−^ cell cultures on day 42 (1.9±0.3, 0.3±0.1 and 0.2±0.0 pg ml^−1^; *n*=5 for each group; Fig. 4u). These results indicate that mDA progenitors can be isolated from human PSCs by FACS using anti-LRTM1 antibody, and that LRTM1^+^ cells differentiate into mature mDA neurons *in vitro*.

### Human LRTM1^+^ cells differentiated into mDA neurons *in vivo*

To investigate the survival and proliferation of LRTM1^+^ cells *in vivo*, we transplanted unsorted, LRTM1^+^ and LRTM1^−^ cells (1.3 × 10^5^ cells in 2 μl for each condition) into the striatum of 6-OHDA-lesioned rats on day 28. Immunostaining for SC-121, a human cytoplasmic marker, at 12 weeks revealed that the grafted cells survived in the rat brain. The size of the LRTM1^+^ cell-derived graft was significantly smaller (Fig. 5a–d) and consistently the number of surviving human cells (HNA^+^ cells) was significantly lower than that of unsorted cells and LRTM1^−^ cells (Fig. 5e). In spite of these observations, the number of TH^+^ DA neurons was higher in the LRTM1^+^ cell-derived grafts compared with those of unsorted or LRTM1^−^ cells (44,777±7,203 versus 11,504±4,689 versus 5,632±2,919 cells; *n*=12, 7 and 5, respectively; Fig. 5f,g,m). Furthermore, LRTM1^+^ cell-derived grafts extended neuronal fibres more extensively into the host brain (Supplementary Fig. 8). Accordingly, the percentage of DA neurons among surviving human cells was highest in the LRTM1^+^ cell-derived grafts (29.0±2.6% versus 4.2±2.1% versus 0.3±0.2%, *n*=12, 7 and 5, respectively; Fig. 5n). In addition, 58.3 and 32.4% of these neurons co-expressed GIRK2 (also known as KCNJ6), an A9 DA neuron marker (Fig. 5h), or CALBINDIN, an A10 DA neuron marker (Fig. 5i). To elucidate graft components other than the mature mDA neurons, we performed immunostaining to detect early mDA progenitors (FOXA2; Fig. 5j) and postmitotic mDA progenitors (NURR1; Fig. 5k). The percentages of FOXA2^+^ and NURR1^+^ cells among surviving human cells were highest in the LRTM1^+^ cell-derived grafts compared with those derived from unsorted and LRTM1^−^ cells (FOXA2^+^/HNA^+^: 76.4±4.6% versus 26.4±4.9% versus 2.0±0.6%; NURR1^+^/HNA^+^: 48.1±3.7% versus 17.1±4.5% versus 20.3±12.2%; *n*=12, 7 and 5, respectively; Fig. 5o,p). Taken together, in the LRTM1^+^ cell-derived grafts, ∼80% of the cells were in the lineage of mDA neurons, in which 30% became mature mDA neurons and the remaining 70% were still in the stage of progenitors. We also found a small amount of GFAP^+^HNA^+^ cells in the grafts, indicating the presence of donor-derived astrocytes (Supplementary Fig. 9). Proliferating human cells were fewer in the LRTM1^+^ cell-derived grafts (1.8±0.5% versus 4.3±0.6% versus 3.8±1.4%, *n*=12, 7 and 5, respectively; Fig. 5l,q), in which most of the KI67^+^ cells also expressed FOXA2, indicating that they were early mDA progenitors (Supplementary Fig. 9). 5-HT^+^ serotonergic neurons were hardly observed in the grafts (<0.3%).

Next, to investigate the function of LRTM1^+^ cells *in vivo*, we transplanted unsorted and LRTM1^+^ cells (1.3 × 10^5^ cells in 2 μl for each condition) into the striatum of 6-OHDA-lesioned rats on day 28. Behavioural analysis showed significant motor improvement of apomorphine- and methamphetamine-induced rotational asymmetry in both the unsorted and LRTM1^+^ groups at 16 weeks after transplantation (Fig. 5r,s). An immunofluorescence study of these rats revealed that the number of TH^+^ DA neurons was higher in the LRTM1^+^ cell-derived grafts compared with those derived from unsorted cells (11,702±2,566 cells versus 1,102±349 cells; *n*=7 for each group; Supplementary Fig. 10). However, there was no clear correlation between the number of TH^+^ neurons and the behavioural recovery (Supplementary Fig. 10b).

Finally, we examined the survival and differentiation of hiPSC-derived LRTM1^+^ cells in the brain of 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP)-treated cynomolgus monkeys. LRTM1^+^ cells were sorted on day 14 and the cultured spheres (1.0 × 10^6^ cells in 4 μl) were injected into the putamen on day 15, 21, 28 or 35. Three months after transplantation, the grafted cells were recognized by hematoxylin and eosin (HE)-staining and immunostaining for SC-121 (Fig. 6a,b). In the case of the day 15 cells (1 day after cell sorting), only few cells survived in the brain. Among the other conditions, the largest number (∼2.4 × 10^5^) of TH^+^ cells was observed in the grafts derived from day 28 cells (Fig. 6c) and these cells extended TH^+^ neuronal fibres into the host brain (Fig. 6d). Furthermore, most of them co-expressed FOXA2, NURR1 and PITX3 (Fig. 6e–g), and some of these cells, were large in size and expressed DAT (Fig. 6h) and GIRK2 (Fig. 6i), indicating they were A9 mDA neurons. A small amount (<0.5%) of the cells still expressed KI67^+^, which, similar to the above, also expressed FOXA2 (Fig. 6j), indicating they were early mDA progenitors. No 5-HT^+^ serotonergic neurons were observed in the graft. These results suggested that hiPSC-derived LRTM1^+^ cells efficiently survived and differentiated into mature mDA neurons in primate brain.

## Discussion

In this study, we employed a double selection strategy for cells expressing both CORIN and LMX1A::GFP, and report a novel cell surface marker for mDA progenitors, LRTM1. Compared with unsorted cells, hiPSC-derived LRTM1^+^ cells differentiated into mDA neurons more efficiently *in vitro*. When grafted into the brains of 6-OHDA-lesioned rats and an MPTP-treated monkey, the sorted LRTM1^+^ cells differentiated into functional mDA neurons and contained few proliferating or serotonergic cells.

LRTM1 belongs to the extracellular LRRs superfamily^18^. LRRs are highly versatile and evolvable protein–ligand interaction motifs found in a large number of proteins with diverse functions. Especially those with extracellular LRRs are involved in various aspects of nervous system development, including axon guidance, target selection and synapse formation^24^,^25^. LRTM1 has a predicted PSD-95/Discs-large/ZO-1 domain-binding sequence at its C terminus, suggestive of synaptic location^18^. LRTM1 is similar to LRRTM1, which has ten extracellular LRRs and is expressed in mouse brain during early development^26^. LRRTM1 also contains a PSD-95/Discs-large/ZO-1 domain-binding sequence at its C terminus^25^. Furthermore, it binds to the presynaptic adhesion molecule neurexin^27^,^28^,^29^, suggesting a role in synapse formation.

A previous study using transgenic mESC reporter lines concluded that the NURR1^*+*^ stage is best for the survival of ESC-derived DA neurons^30^, whereas other reports have shown that DA progenitors are enriched by sorting cells that express CORIN^11^ or ALCAM^12^. NURR1 is a transcription factor expressed by postmitotic mDA progenitors in the intermediate and mantle zones of the developing VM and also by mature mDA neurons^31^,^32^. On the other hand, CORIN is expressed by earlier mDA progenitors in the ventricular zone of the developing VM^9^,^32^. Consistent with these previous reports, we confirmed that NURR1 was expressed by CORIN^−^LMX1A::GFP^+^ cells (Supplementary Fig. 1g) in the differentiated LMX1A::GFP KI ES cells on day 9. These results suggest that early mDA progenitors can be sorted by using anti CORIN and LRTM1 antibodies. Both CORIN and ALCAM were expressed not only in the VM, but also in the caudal FP in the E11.5 mouse brain (Supplementary Fig. 4). In addition, ALCAM was also expressed in dorsal midbrain. In contrast, the expression of LRTM1 was restricted to the VM (Fig. 3d-s). More importantly, the expression was observed only during E10.5 and E11.5, which is when DA progenitors emerge in the VM^12^,^33^,^34^. ALCAM was identified by microarray analysis using E12.5 mouse brain^12^, which was when the expression of LRTM1 almost disappeared (Fig. 3n). These findings indicate that LRTM1 is a more selective marker for early mDA progenitors in terms of time and localization.

In a behavioural evaluation using 6-OHDA-lesioned rats, significant improvement of abnormal behaviour was observed in rats that received either unsorted and cultured LRTM1^+^ grafts (Fig. 5r,s). This finding is consistent with ours^11^ and other reports^1^,^2^,^35^,^36^. An immunofluorescence study of the rats after the behavioural analysis revealed that the number of TH^+^ DA neurons in the grafts of unsorted cells was 1,102±349. Consistently, a previous study showed that <500 surviving TH^+^ cells derived from hESCs are sufficient to exert a behavioural effect^35^. In this study, we could not observe a clear correlation between the number of TH^+^ neurons and the behavioural recovery in a methamphetamine-induced rotational analysis. However, it was revealed that even 319 TH^+^ cells could lead to the behavioural recovery of 6-OHDA-lesioned rats (Supplementary Fig. 10), but this was not true for other rats. These results suggest that the behavioural recovery can be attributed not only to the number of surviving TH^+^ neurons but also possibly to the quality of TH^+^ neurons, neurite extensions from the grafts and the condition of the host environment. Furthermore, there was a large difference in the number of surviving TH^+^ neurons between 12 and 16 weeks posttransplantation. This difference might be due to the different timing of killing (12 versus 16 weeks) or variability in the donor cells such as their differentiation stage and viability in each cell preparation. In the LRTM1^+^ cell-derived grafts, the percentage of TH^+^ DA neurons per total surviving cells at 12 weeks was 29.0±2.6%, which was larger than those of CORIN^+^ cells (18% at 16 weeks) or ALCAM^+^ cells (1.5% at 4 weeks). In addition, the percentage of 5-HT^+^ serotonergic neurons to total surviving cells at 12 weeks was 0.25±0.14%, which was smaller than that of CORIN^+^ cells (1% at 16 weeks) or ALCAM^+^ cells (0.3% at 4 weeks). These results suggest that the sorting of LRTM1^+^ cells is more effective for preparing DA neuron-enriched grafts.

In a transplantation of LRTM1^+^ cells (1.0 × 10^6^ cells in 4 μl) into the putamen of an MPTP-treated monkey, >2 × 10^5^ TH^+^FOXA2^+^ DA neurons survived at 3 months, which is a number adequate for expected improvement of Parkinsonian symptoms of the clinical patient^37^. In addition, these neurons extended TH^+^ neuronal fibres into the host brain and some of them were large in size and expressed DAT and GIRK2, suggesting mature A9 mDA neurons. Intriguingly, the largest number of TH^+^ cells that survived occurred when the sorted cells were injected after incubation for 2 weeks. This result may be due to the damage caused by the sorting procedure (day 15 cells and day 21 cells) or excessive differentiation towards mature DA neurons (day 35 cells). Optimization of the culture condition and culture duration is needed for better outcomes.

Another advantage of sorting LRTM1^+^ cells is the elimination of unwanted cells such as PSCs and uncommitted neural progenitors. A recent report showed that SOX1^+^PAX6^+^KI67^+^ early neural cells form rosettes in the grafts and contribute to graft expansion^21^. As shown in Fig. 4j,k,m,o,p, LRTM1^+^ cell-derived spheres on day 28 contained less NESTIN^+^ or SOX1^+^PAX6^+^KI67^+^ cells compared with those derived from unsorted or LRTM1^−^ cells. In addition, LRTM1^+^ cell-derived grafts in rat brain were smaller and contained less KI67^+^ cells (Fig. 5a–e,l,q). These results suggested that uncommitted neural progenitors (NESTIN^+^KI67^+^ and SOX1^+^PAX6^+^KI67^+^) might cause the large graft volume *in vivo*, and that the sorting of LRTM1^+^ cells reduces this risk.

In conclusion, a novel cell surface marker for mDA progenitors, LRTM1, can provide a powerful tool for efficient and safe cell therapy for PD patients. Although the current sorting yield (about 5%) is acceptable for clinical use, higher yields are preferred. New technologies, such as a more efficient DA differentiation protocol and a gentler and faster cell sorter, should help raise this percentage.

## Methods

### Production of LMX1A::GFP KI mESC line

The *Lmx1a-GFP* targeting vector was assembled using the ploxP-GFP-neo-DT-A vector that contains GFP complementary DNA and lox-P flanked HSV TK-Neomycin gene cassettes in a Bluescript SK^+^ (Stratagene) backbone. A 3.5 kb 5′-arm-containing genomic fragment just upstream to the initiation codon of *Lmx1a* and a 3.9 kb 3′-arm fragment were amplified by PCR and cloned separately into the NotI/SmaI and EcoRV sites of ploxP-GFP-neo-DT-A vector to generate the *Lmx1a*-targeting vector. LMX1A::GFP KI ESCs were generated by homologous recombination in 129SVEV ESC lines according to standard procedures and homologous recombination was confirmed by Southern blotting.

### Maintenance and neural differentiation of mESCs/iPSCs

mESC lines (EB5 (ref. 38); passages 35–45, LMX1A::GFP KI ESCs; passages 11-21, G4-2 (ref. 38); passages 20–30) and iPSC line (440A-3, a kind gift from Dr Okita, Kyoto University Center for iPS Cell Research and Application, Kyoto, Japan; passages 15–25) were maintained on mitotically inactivated mouse embryo fibroblast feeder layer in knockout DMEM medium supplemented with 1% penicillin/streptomycin (P/S; Gibco), 20% fetal bovine serum (Sigma-Aldrich), 0.1 mM 2-mercaptoethanol (2-ME; Wako), 2 mM L-glutamine (L-Glu; Sigma-Aldrich), 2,000 U ml^−1^ LIF (Merck Millipore) and 1 × Nucleosides (Merck Millipore). We changed the medium every day.

For neural induction, mESCs and miPSCs were replated in low cell adhesion 96-well plates (Lipidure-Coat Plate A-96U; NOF Corporation) at a density of 9,000 cells per well in a differentiation medium containing Glasgow minimum essential medium (GMEM) (Gibco) supplemented with 5% KSR, 0.1 mM MEM non-essential amino acids solution (Gibco), 2-ME, 1 mM sodium pyruvate solution (Pyruvate; Sigma-Aldrich) and 2 mM L-Glu. Moreover, we added both 100 ng ml^−1^ FGF8b (R&D) and SHH (R&D) to induce midbrain and FP cells, respectively, from day 1 to day 6. On day 7, we added 200 nM Ascorbic acid (AA; Nacalai), 20 ng ml^−1^ brain-derived neurotrophic factor (BDNF) (R&D), 1 × N-2 supplement (Gibco) and removed 5% KSR. We changed the medium every 2 days.

### Maintenance and neural differentiation of hESCs/iPSCs

This study was performed in conformity with ‘The Guidelines for Derivation and Utilization of Human Embryonic Stem Cells' of the Ministry of Education, Culture, Sports, Science and Technology of Japan, after approval by the institutional review board. hESCs (Kh-ES1 (ref. 19) passages 30–40) and hiPSCs (1039A1 (ref. 20) passages 15–25) were maintained on iMatrix-511(Nippi)-coated six-well plate at a density of 3 × 10^4^ cells per well with StemFit medium. When we began neural differentiation, these cells were dissociated into single cells with TrypLE select (Invitrogen) and were then replated on iMatrix-511-coated six-well plate at a density of 4 × 10^5^ cells per well with StemFit medium. Three days later, the medium was changed to a differentiation medium containing GMEM supplemented with 8% KSR, 0.1 mM non-essential amino acids solution, 2-ME, 1 mM Pyruvate and 2 mM L-Glu. In addition, 500 nM A83-01 (Wako) and 100 nM LDN193189 (STEMGENT) were added until day 7 and day 12, respectively; 2 μM Purmorphamine (Wako) and 100 ng ml^−1^ FGF8b (Wako) were added from day 1 to day 7; and 3 μM CHIR99021 (STEMGENT) was added from day 3 to day 12. We changed the medium every day^11^.

### Cell sorting and culture

To apply FACS, cultured cells were stained with anti-CORIN antibody (1:200) or anti-LRTM1 antibody (1:20; a kind gift from Dr Ono Y., KAN Research Institute, Japan) for 30 min and the cells were then stained with Alexa 647-conjugated goat anti-mouse IgG or Alexa 647-conjugated goat anti-rat IgG antibodies (1:400; Invitrogen), respectively. Dead cells were distinguished by 7-amino-actinomycin D (BD). FACS analysis was performed using FACS AriaII (BD Biosciences) and the data were analysed by FACSDiva software (BD Biosciences). About 10^8^ cells were applied to the sorting and ∼5 × 10^6^ LRTM1^+^ cells were obtained for the experiments.

The sorted cells were replated in low cell adhesion 96-well plates at a density of 2 × 10^4^ cells per well and were cultured as spheres in the following neural differentiation medium: for mouse cells from day 9 until day 11, DMEM/F12 supplemented with 1% P/S, 0.1 mM 2-ME, 200 nM AA, 2 mM L-Gln, 10 ng ml^−1^ glial cell-derived neurotrophic factor (GDNF), 20 ng ml^−1^ BDNF, 1 × N2 supplement and 1 × B-27 supplement; for human cells from day 14 until day 28, Neurobasal medium (Gibco) supplemented with 1% P/S, 0.1 mM 2-ME, 200 nM AA, 2 mM L-Gln, 400 mM dbcAMP (Sigma-Aldrich), 10 ng ml^−1^ GDNF, 20 ng ml^−1^ BDNF and 1 × B-27 supplement. We changed the medium every 3 days and 30 μM of Y-27632 (Wako) was added in the first medium. In the case of mouse cells, 5% KSR was also added from the day after cell sorting.

For *in vitro* studies of human LRTM1^+^ cells, the cultured cells were dissociated into single cells with Accumax (Innovative Cell Technologies) on day 28 and then replated on ornithine, laminin and fibronectin (OLF)-coated plates at a density of 2 × 10^5^ cells per cm^2^. The cells were incubated in a glia-conditioned medium consisting of Neurobasal medium supplemented with 1% P/S, 0.1 mM 2-ME, 200 nM AA, 2 mM L-Gln, 400 mM dbcAMP, 10 ng ml^−1^ GDNF, 20 ng ml^−1^ BDNF and 1 × B-27 supplement until day 70.

### Histological study of mouse embryonic brain

The experiments were performed according to the Guidelines for Animal Experiment of Kyoto University, the Guide for the Care and Use of Laboratory Animals of the Institute of Laboratory Animal Resources (Washington, DC, USA) and the Animal Research: Reporting *in vivo* Experiments (The ARRIVE guidelines)^39^. Pregnant C57BL/6N mice (*C57BL/6NCrSlc*; 10 weeks old) were obtained from Shimizu Laboratory Supplies (Kyoto, Japan) and killed with pentobarbital. The embryos were removed and their brains were cut with a cryostat (CM-1850; Leica Biosystems) at 20 μm thickness and attached onto the MAS-coated slide glasses (Matsunami, Osaka, Japan). The sections containing medial midbrain were chosen for the immunofluorescence study. The VM tissue was also used for the microarray and semi-quantitative RT–PCR analysis.

### Transplantation into the rat PD models

The experiments were performed according to the Guidelines for Animal Experiment of Kyoto University, the Guide for the Care and Use of Laboratory Animals of the Institute of Laboratory Animal Resources and the Animal Research: Reporting *In vivo* Experiments (The ARRIVE guidelines)^39^. Female SD rats (Sprague–Dawley; 9 weeks old) were obtained from Shimizu Laboratory Supplies (Kyoto, Japan). The PD models of SD rats were generated by injection of 6-OHDA (Sigma-Aldrich) into the medial forebrain bundle in the right side of the brain. The coordinates were calculated with reference to the bregma: anterior (*A*), −4.4 mm; lateral (*L*), −1.2 mm; ventral (*V*), −7.8 mm; and tooth bar (*TB*), −2.4 mm. A total of 13 μg of 6-OHDA was injected per rat in 2.5 μl of saline with 0.02% AA. In the case of miPSCs, LRTM1^+^ cells were sorted on day 9 and subjected to transplantation on day 11. The cultured spheres (∼1 × 10^5^ cells in 2 μl) in DMEM/F12 supplemented with 1% P/S, 0.1 mM 2-ME, 200 nM AA, 2 mM L-Gln, 10 ng ml^−1^ GDNF, 20 ng ml^−1^ BDNF, 1 × N2 supplement, 1 × B-27 supplement and 30 μM Y-27632 were injected stereotactically through a 22G needle into the right striatum (from the bregma: *A*, +1.0 mm; *L*, −3.0 mm; *V*, −5.0 mm and −4.0 mm; TB, 0 mm). A ROCK inhibitor, Y-27632, was used to reduce dissociation-related cell death during cell transplantation^40^,^41^. In the case of hiPSCs, LRTM1^+^ cells were sorted on day 14 and subjected to transplantation on day 28. The cultured spheres (∼1.3 × 10^5^ cells in 2 μl) in Neurobasal medium supplemented with 1% P/S, 0.1 mM 2-ME, 200 nM AA, 2 mM L-Gln, 400 mM dbcAMP, 10 ng ml^−1^ GDNF, 20 ng ml^−1^ BDNF and 1 × B-27 supplement, and 30 μM Y-27632 were injected stereotactically through a 22G needle into the right striatum. The rats received intraperitoneal injections of the immunosuppressant Cyclosporin A (Wako) every day starting 2 days before transplantation until the day of killing. Six, 12 or 16 weeks after transplantation, the animals were killed with pentobarbital and perfused with 4% paraformaldehyde (Wako). The brains were cut with a cryostat (CM-1850; Leica Biosystems) at 30 μm thickness and mounted. Every six sections containing the graft region were chosen for the immunofluorescence study. The graft volume was calculated by identifying SC-121 positive areas in every sixth 30 μm-thick section using a fluorescence microscope and the BZ-II Analyzer software program (BZ-9000; Keyence) and the total volume of the graft was determined according to Cavalieri's principle.

### Behavioural analysis

The methamphetamine-induced rotational behaviour was recorded for 90 min after intraperitoneal injection of methamphetamine (2.5 mg kg^−1^, Dainippon Sumitomo Pharma) and performed before and 4, 8, 12 or 16 weeks after transplantation. The apomorphine-induced rotational behaviour was recorded for 60 min after subcutaneous injection of apomorphine (0.1 mg kg^−1^, Wako) and performed before and 8 or 16 weeks after transplantation. The behaviour was automatically calculated by video-monitored rotational bowls.

### Transplantation into the non-human primate PD models

Two adult male cynomolgus monkeys (*Macaca fascicularis*; 4 years old) weighing 4.0–4.7 kg were provided by Shin Nippon Biomedical Laboratories (Kagoshima, Japan). The monkeys were cared for and handled according to Guidelines for Animal Experiments of Kyoto University. To generate a Parkinsonian model, the animals were given intravenous injection of MPTP HCl (0.4 mg kg^−1^ as a free base; Sigma-Aldrich) twice a week until signs of Parkinsonian symptoms, such as tremor, bradykinesia and impaired balance became evident^42^. The coordinates of the targets were obtained from magnetic resonance images. LRTM1^+^ cells were sorted on day 14 and subjected to transplantation on day 15, 21, 28 or 35. The cultured spheres in Neurobasal medium supplemented with 1% P/S, 0.1 mM 2-ME, 200 nM AA, 2 mM L-Gln, 400 mM dbcAMP, 10 ng ml^−1^ GDNF, 20 ng ml^−1^ BDNF and 1 × B-27 supplement, and 30 μM Y-27632 were injected stereotactically through a 22G needle into the right striatum along four tracts/side (∼1 × 10^6^ cells in 4 μl per 4 injection sites per tract). LRTM1^+^ cells at days 15 and 21 were injected into the right and left putamen of one monkey (two tracts for each condition), respectively. The cells at days 28 and 35 were injected the same way to another monkey. After surgery, the monkeys received antibiotics for 3 days and intramuscular injection of the immunosuppressant FK506 (0.05 mg kg^−1^, Astellas, Tokyo, Japan) until the day of sacrifice. Twelve weeks after transplantation, the animals were sacrificed and perfused with paraformaldehyde under deep anaesthesia. The brains were cut with a microtome (REM-710; YAMATO KOHKI Industrial Co., Ltd) at 40 μm thickness and mounted. Every 36 sections containing the graft region were chosen for the immunofluorescence study.

### Semi-quantitative RT–PCR and quantitative RT–PCR

Total RNA was extracted using an RNeasy Mini Kit or RNeasy Micro Kit (Qiagen) and cDNA was synthesized using Super Script III First-Strand Synthesis System (Invitrogen). Quantitative PCR reactions were performed with Ex Taq polymerase (Takara) or SYBR Premix Ex Taq (Takara), respectively, and with Thermal Cycler Dice Real Time System (Takara). The data were analysed using a delta-delta Ct method and normalized by glyceraldehyde 3-phosphate dehydrogenase levels. The primer sequences are shown in Supplementary Table 1.

### Dopamine release assay

hESC-derived sorted cells on day 28 were differentiated on an OLF-coated surface for 14 days, then washed with a low KCl solution (2.5 mM CaCl_2_, 11 mM glucose, 20 mM HEPES-NaOH, 4.7 mM KCl, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_ and 140 mM NaCl) and incubated in the low KCl solution for 2 min. The solution was subsequently replaced with a high KCl solution (2.5 mM CaCl_2_, 11 mM glucose, 20 mM HEPES-NaOH, 60 mM KCl, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_ and 85 mM NaCl) for 15 min. The solution was collected in centrifugal filters (Merck Millipore) and centrifuged for 1 min at 5,200 *g* to remove the debris. The concentration of dopamine was detected by HPLC using a reverse-phase column and an electrochemical detector system (HTEC-500; Eicom).

### Imnmunofluorescence studies

For *in vitro* studies, the cultured cells were incubated with PBS containing 2% Triton X-100 for 30 min and then blocked with PBS containing with 4% BlockAce (Megmilk Snow Brand Co., Ltd) and 0.1% Triton X-100 for 10 min. Before blocking, the antigen retrieval procedure including heating in a microwave oven for 5 min was used for anti-SOX1 and anti-PAX6 antibodies. The primary antibody reaction was performed overnight. For *in vivo* studies, the brain sections were stained likewise using the free-floating method. After reaction of the primary antibodies, the samples were stained with secondary antibodies conjugated with Alexa-488, -594 and -647 (1:400, Invitrogen) or Dylight-594 (1:200, Thermo Scientific) for 30 min and then stained with 200 ng ml^−1^ of 4′, 6′-diamidino-2-phenylindole. The primary antibodies are shown in Supplementary Table 2.

For 3,3′-diaminobenzidine (DAB) staining, the brain slices were incubated with PBS containing 30% H_2_O_2_ for 15 min and then incubated with primary antibody overnight. After rinsing, the samples were stained with biotinylated secondary antibody (Vector Labs) for 2 h. Finally, the samples were incubated with the ABC Elite Kit (Vector Labs).

Images were visualized with a fluorescence microscope (BZ-9000; Keyence) and a confocal laser microscope (Fluoview FV1000D; Olympus).

### Electrophysiological analysis

Whole-cell patch-clamp recordings were carried out on 70 day cultured hESC-derived LRTM1^+^ cells grown on an OLF-coated surface. The cells were treated with a physiological saline solution of the following composition: 2 mM CaCl_2_, 17 mM glucose, 2.5 mM KCl, 1 mM MgCl_2_, 125 mM NaCl, 26 mM NaHCO_3_ and 1.25 mM NaH_2_PO_4_. Patch pipettes (GC150TF-10, Clark) had a resistance of 3–4 MW when filled with an internal solution composed of 0.2 mM EGTA pH 7.3, 10 mM HEPES and 140 mM KCl. Recordings with a voltage clamp and current clamp were conducted with a patch-clamp amplifier (EPC-8, HEKA). The gigaseal resistances were in the range of 10–20 GW. The current signals were filtered at 5 kHz through a four-pole low-pass filter with Bessel characteristics (UF-BL2, NF), sampled with a 12-bit A/D converter and imported into a 32-bit computer (PC-9821Ra333, NEC). All experiments were carried out at room temperature.

### Microarray analysis

Total RNA was subjected to microarray analysis using an Ambion WT Expression Kit and Affymetrix GeneChip Whole Transcript (WT) Expression Arrays (Ambion, Life Technologies). Comparisons were performed between day 9 mESC-derived CORIN^+^LMX1A::GFP^+^ and CORIN^−^LMX1A::GFP^+^ cells and between E11.5 fetal mouse VM-derived CORIN^+^ and CORIN^−^ cells. The data were analysed using the GeneSpring software programme (version 13.0; Agilent Technologies).

### Statistical analysis

Statistical significance between two samples was determined with Student's *t*-test (GraphPad Prism 5; GraphPad). The statistical significance among multiple samples was determined with one-way analysis of variance with Bonferroni's multiple comparison tests or two-way analysis of variance with Dunnett's multiple comparisons tests. The data were considered statistically significant for *P*<0.05 and are shown as the mean±s.e. (s.e.m). All data were acquired from at least three independent experiments.

### Data availability

Microarray data have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE72875. The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

## Additional information

**How to cite this article**: Samata, B. *et al*. Purification of functional human ES and iPSC-derived midbrain dopaminergic progenitors using LRTM1. *Nat. Commun.* **7**, 13097 doi: 10.1038/ncomms13097 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10, Supplementary Tables 1, 2

Supplementary Data 1 Gene expression array data of E11.5 mouse and day 9 mouse ESCs

## Figures and Tables

**Figure 1:**
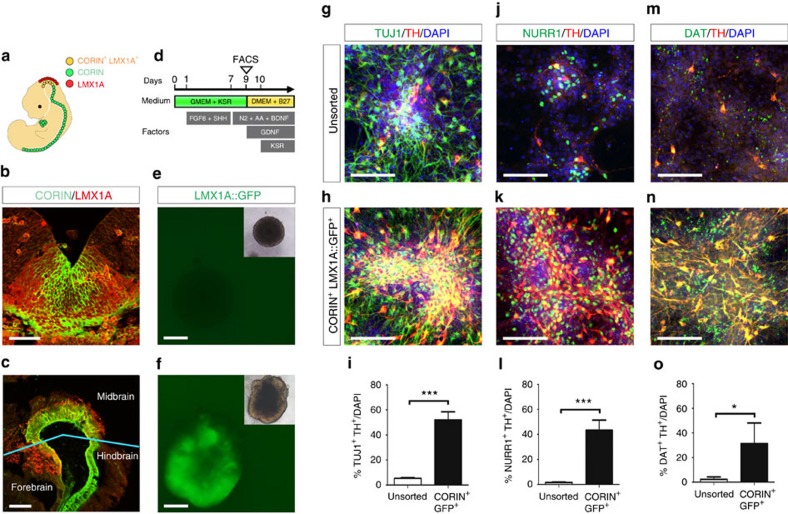
Purification of mDA progenitors by co-expression of CORIN and LMX1A::GFP. (**a**) Schematic diagram of CORIN and LMX1A expression during early development of mouse. (**b**,**c**) Immunohistochemical images for CORIN (green) and LMX1A (red) in coronal and sagittal sections of E11.5 fetal mouse. Scale bars, 50 μm (**b**) and 200 μm (**c**). (**d**) Schematic diagram of neuronal differentiation from mESCs. (**e**,**f**) LMX1A::GFP expression of the serum-free floating culture of embryoid body-like aggregates with the quick reaggregation (SFEBq)-cultured mESC aggregates on day 2 (**e**) and day 9 (**f**). Scale bars, 200 μm. Insets indicate bright-field images of the aggregates. (**g**–**o**) Immunofluorescence images of the cells from unsorted and CORIN^+^LMX1A::GFP^+^ cells for TUJ1 (green), NURR1 (green), DAT (green), TH (red) and 4′, 6′-diamidino-2-phenylindole (DAPI; blue) on day 14. Scale bars, 70 μm. Quantification of TUJ1^+^TH^+^, NURR1^+^TH^+^ and DAT^+^TH^+^ cells in unsorted cells (*n*=4) versus CORIN^+^LMX1A::GFP^+^ cells (*n*=4) on day 14. Asterisks indicate statistical significance as determined by Student's *t*-test, *P<0.05 and ***P<0.001. Error bars indicate s.e.m.

**Figure 2:**
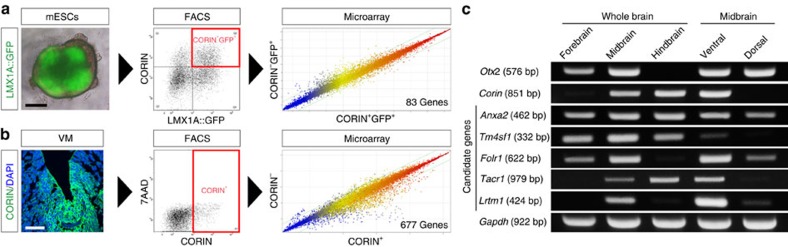
Gene expression profiles between CORIN^+^ and CORIN^−^ populations from mESC-derived LMX1A::GFP^+^ cells or fetal mouse VM. (**a**) Comparison of gene expression profiles between CORIN^+^ and CORIN^−^ cells in LMX1A::GFP^+^ cells on day 9. Scale bars, 250 μm. (**b**) Comparison of gene expression profiles between CORIN^+^ and CORIN^−^ cells in E11.5 fetal mouse VM. Scales bars, 50 μm. (**c**) Semi-quantitative RT–PCR analysis of *Otx2*, *Corin*, *Anxa2*, *Tm4sf1*, *Folr1*, *Tacr1*, *Lrtm1* and *Gapdh* in E11.5 fetal mouse brain.

**Figure 3:**
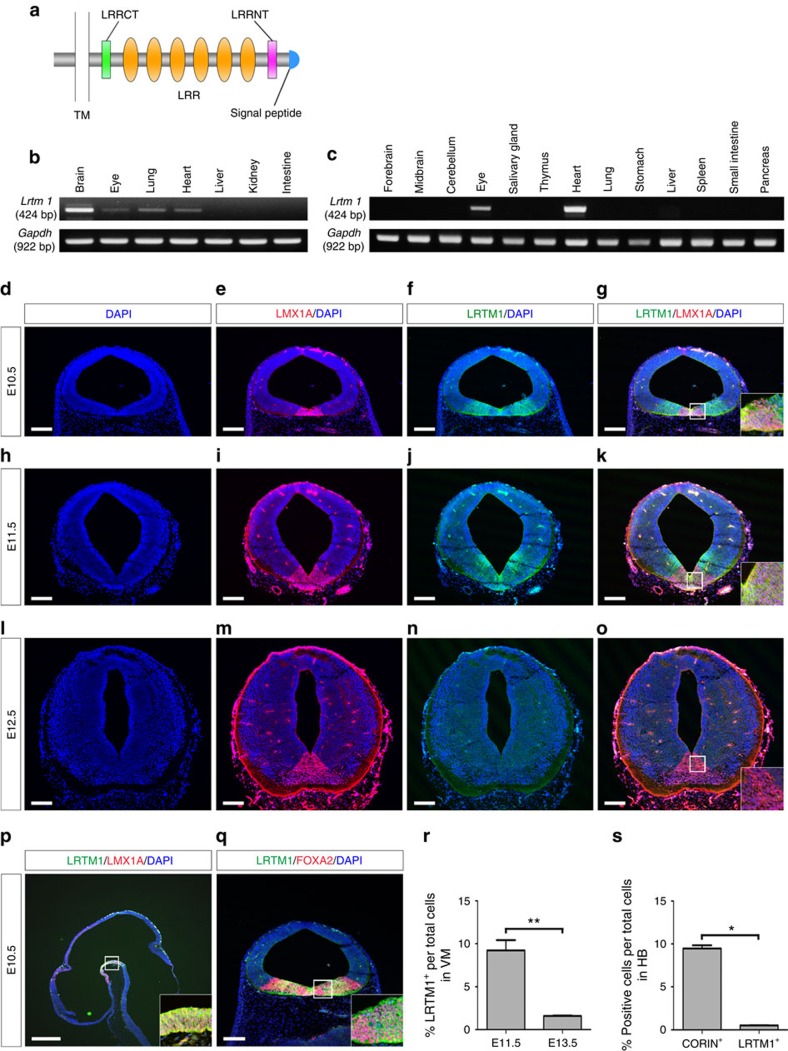
LRTM1 is selectively expressed in VM during early brain development. (**a**) Schematic construction of LRTM1. (**b**) In E11.5 fetal mouse, LRTM1 mRNA was detected in the brain, eye, lung and heart. (**c**) In adult mouse, LRTM1 mRNA was detected in the eye and heart only. (**d**–**o**) Immunohistochemical images of fetal mouse midbrain for 4′, 6′-diamidino-2-phenylindole (DAPI; blue), LMX1A (red) and LRTM1 (green). Insets indicate magnified images of LMX1A^+^ DA progenitors. Scale bars, 150 μm. (**p**) Immunohistochemical image of E10.5 fetal mouse for LRTM1 (green), LMX1A (red) and DAPI (blue) in the sagittal section. Inset indicates magnified images of LMX1A^+^ DA progenitors. Scale bar, 400 μm. (**q**) Immunohistochemical image of E10.5 fetal mouse for LRTM1 (green), FOXA2 (red) and DAPI (blue) in the coronal section. Inset indicates magnified images of FOXA2^+^ FP cells. Scale bar, 150 μm. (**r**) Quantification of LRTM1^+^ cells in E11.5 VM (*n*=4) versus E13.5 VM (*n*=4). (**s**) Quantification of immunoreactive cells in the hindbrain stained for anti-Corin (*n*=4) versus anti-LRTM1 antibodies (*n*=4). Asterisks indicate statistical significance as determined by Student's *t*-test, *P<0.05 and **P<0.01. Error bars indicate s.e.m.

**Figure 4:**
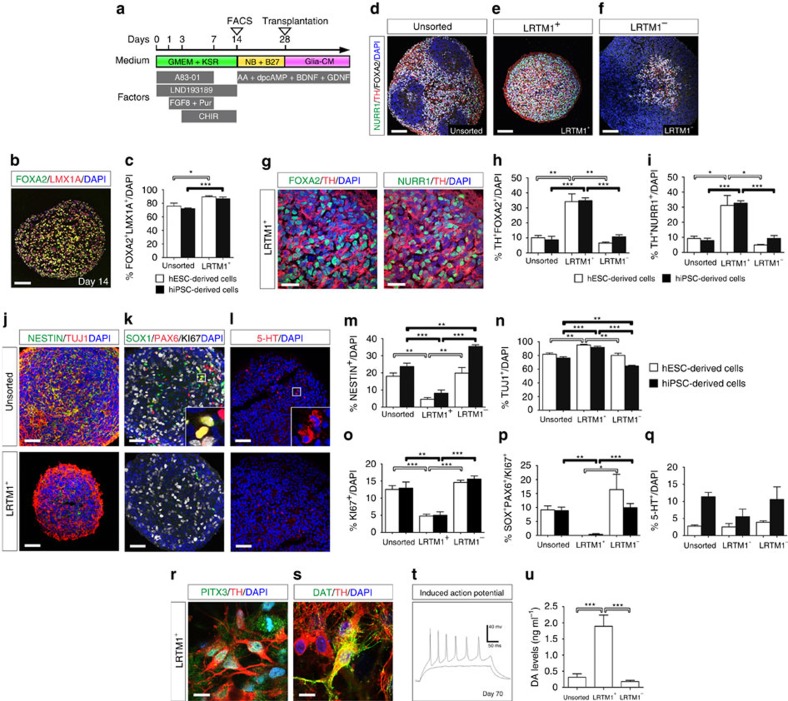
Human LRTM1^+^ cells generate mature mDA neurons *in vitro*. (**a**) Diagram of neuronal differentiation from human PSCs (hPSCs). (**b**) Immunofluorescence image of a hESC-derived LRTM1^+^ sphere on day 14 for FOXA2 (green), LMX1A (red) and 4′, 6′-diamidino-2-phenylindole (DAPI; blue). Scale bars, 100 μm. (**c**) Quantification of FOXA2^+^LMX1A^+^ cells in unsorted cells versus LRTM1^+^ cells on day 14 (hESC: *n*=6; hiPSC: *n*=6). (**d**–**f**) Immunofluorescence images of spheres from unsorted cells, LRTM1^+^ cells and LRTM1^−^ cells on day 28 for NURR1 (green), TH (red), FOXA2 (white) and DAPI (blue). Scale bars, 100 μm. (**g**) Immunofluorescence images of a sphere from LRTM1^+^ cells for FOXA2 (green), NURR1 (green), TH (red) and DAPI (blue) on day 28. Scale bars, 50 μm. Quantification of TH^+^FOXA2^+^ (**h**) and TH^+^NURR1^+^ cells (**i**) in unsorted cells (hESC: *n*=4; hiPSC: *n*=3) versus LRTM1^+^ cells (hESC: *n*=4; hiPSC: *n*=3) versus LRTM1^−^ cells (hESC: *n*=3; hiPSC: *n*=3). (**j**–**l**) Immunofluorescence images of spheres from unsorted and LRTM1^+^ cells for NESTIN (green), SOX1 (green), TUJ1 (red), PAX6 (red), 5-HT (red), KI67 (white) and DAPI (blue) on day 28. Scale bars, 50 μm. Quantification of NESTIN^+^ (**m**), TUJ1^+^ (**n**), KI67^+^ (**o**), SOX1^+^PAX6^+^ (**p**) and 5-HT^+^ cells (**q**) in unsorted cells (hESC: *n*=5; hiPSC: *n*=4) versus LRTM1^+^ cells (hESC: *n*=5; hiPSC: *n*=4) versus LRTM1^−^ cells (hESC: *n*=5; hiPSC: *n*=4). (**r**,**s**) Immunofluorescence images of LRTM1^+^ cells for PITX3 (green), DAT (green), TH (red) and DAPI (blue) on day 70. Scale bars, 10 μm. (**t**) Current clamp recordings of induced action potentials by brief current pulses from human ES-derived DA neurons on day 70. (**u**) Levels of DA in hESC-derived unsorted (*n*=5) versus LRTM1^+^ (*n*=5) versus LRTM1^−^ (*n*=5) cultures on day 42. Asterisks indicate statistical significance as determined by Student's *t*-test, *P<0.05 and ***P<0.001 (**c**), and a one-way analysis of variance with Bonferroni's multiple comparison test, *P<0.05, **P<0.01 and ***P<0.001 (**h**,**i**,**m**–**p**,**u**). Error bars indicate s.e.m.

**Figure 5:**
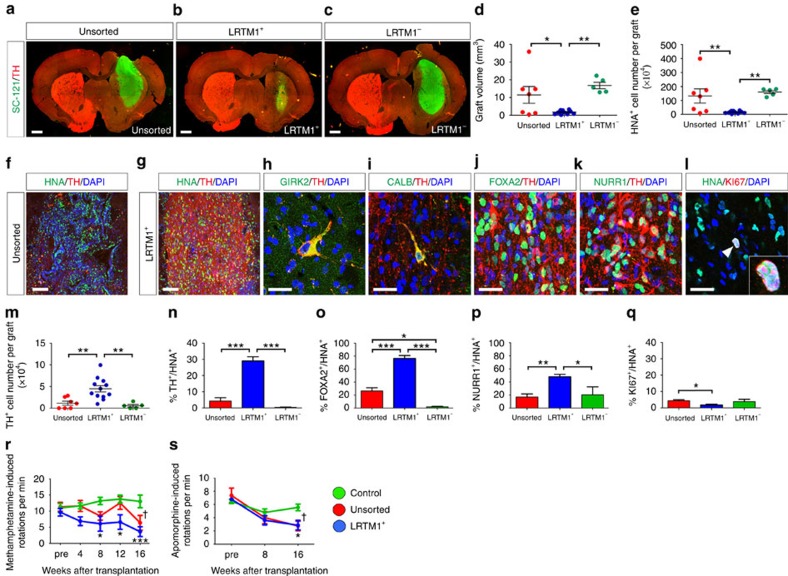
Human LRTM1^+^ cells generate functional DA neurons *in vivo* following transplantation. (**a**–**c**) Immunofluorescence images of the graft for SC-121 (green) and TH (red) at 12 weeks. Scale bars, 1 mm. (**d**,**e**) Quantification of graft volumes and HNA^+^ cells in unsorted cells (*n*=7) versus LRTM1^+^ cells (*n*=12) versus LRTM1^−^ cells (*n*=5) at 12 weeks. Immunofluorescence images of a graft containing unsorted cells (**f**) and LRTM1^+^ cells (**g**) for 4′, 6′-diamidino-2-phenylindole (DAPI; blue), HNA (green) and TH (red) at 12 weeks. Scale bars, 100 μm. (**h**–**l**) Immunofluorescence images of a graft containing LRTM1^+^ cells for GIRK2 (green), CALBINDIN (green), FOXA2 (green), NURR1 (green), HNA (green), TH (red), KI67 (red) and DAPI (blue) at 12 weeks. Scale bars, 25 μm. Quantification of TH^+^ (**m**), TH^+^HNA^+^ (**n**), FOXA2^+^HNA^+^ (**o**), NURR1^+^HNA^+^ (**p**) and KI67^+^HNA^+^ (**q**) cells in unsorted cells (*n*=7) versus LRTM1^+^ cells (*n*=12) versus LRTM1^−^ cells (*n*=5) at 12 weeks. Asterisks indicate statistical significance as determined by a one-way analysis of variance (ANOVA) with Bonferroni's multiple comparison test, *P<0.05, **P<0.01 and ***P<0.001. Error bars indicate s.e.m. (**r**,**s**) Quantification of motor behavior of 6-OHDA-lesioned rats for 16 weeks posttransplantation. (**r**) Methamphetamine-induced rotation (control: *n*=8; unsorted: *n*=7; LRTM1^+^: *n*=7) was performed every 4 weeks after transplantation. (**s**) Apomorphine-induced rotation was performed every 8 weeks after transplantation (control: *n*=7; unsorted: *n*=7; LRTM1^+^: *n*=7). Asterisks indicate statistical significance between control and LRTM1^+^ as determined by a two-way ANOVA with Bonferroni's multiple comparison test, *P<0.05 and ***P<0.001. Dagger indicates statistical significance between control and unsorted as determined by a two-way ANOVA with Bonferroni's multiple comparison test, ^†^*P*<0.05.

**Figure 6:**
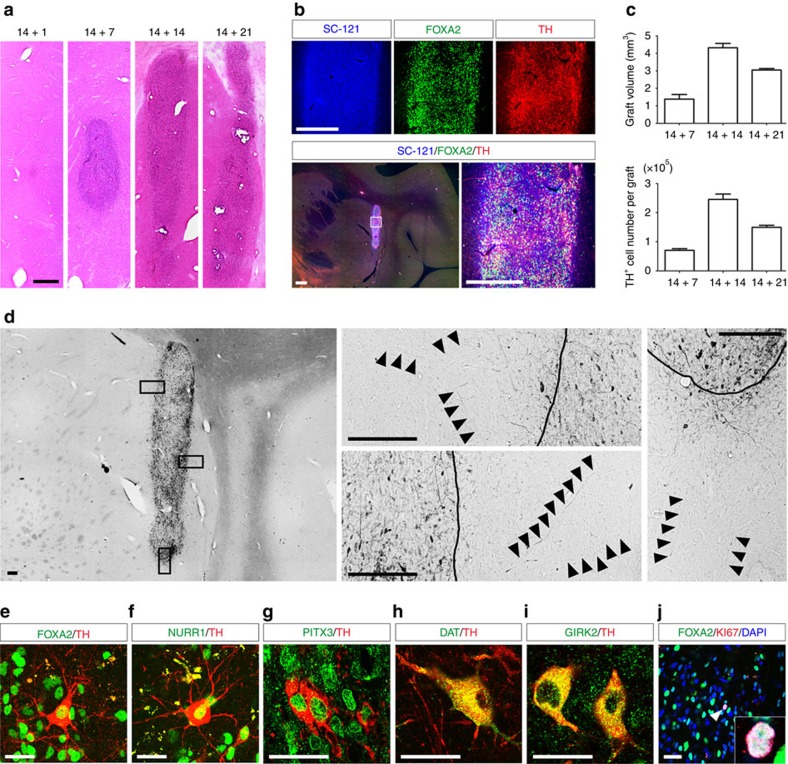
HiPSC-derived LRTM1^+^ cells survived and differentiated into mature DA neurons in primate PD model. (**a**) HE staining of the grafts containing LRTM1^+^ cells at 12 weeks after transplantation. Scale bar, 500 μm. (**b**) Immunofluorescence images of the graft derived from day 28 LRTM1^+^ cells for SC-121 (blue), FOXA2 (green) and TH (red) at 12 weeks after transplantation. Scale bars, 500 μm. (**c**) Quantification of graft volume and TH^+^ cells in the grafts derived from day 21, day 28 and day 35 LRTM1^+^ cells at 12 weeks after transplantation (*n*=2 for each day). (**d**) DAB staining of a graft derived from day 28 LRTM1^+^ cells for TH at 12 weeks after transplantation. Scale bars, 200 μm. (**e**–**j**) Immunofluorescence images of a graft containing LRTM1^+^ cells for FOXA2 (green), NURR1 (green), PITX3 (green), DAT (green), GIRK2 (green), TH (red), KI67 (red) and 4′, 6′-diamidino-2-phenylindole (DAPI; blue) at 12 weeks after transplantation. Scale bars, 30 μm (**e**, **f**), 15 μm (**g**–**i**) and 50 μm (**j**).

How the deposited data were processed for this re-analysis (not part of the article)

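Gene expression was measured once in each of 4 sorted cell populations: ESC-derived CORIN+LMX1A::GFP+ and CORIN-LMX1A::GFP+ cells on day 9, and CORIN+ and CORIN- cells of the E11.5 fetal VM. The populations were taken from the sample labels, which match the paper's text. The authors labelled total RNA with a whole-transcript kit, hybridized it to Affymetrix whole-transcript mouse arrays and deposited 1 table of log2 signals for 28856 transcript clusters. The paper names GeneSpring for the analysis. The summarization of probes, the normalization between arrays, a filter and the genome build are not given in the sources used here, and neither background values nor detection calls were used. The values are absolute log2 levels from 4.38 to 14.5, and differences of the deposited columns equal the log2 of the folds printed in Supplementary Data 1 for each of its 83 and 677 clusters, within a relative difference of 3.7e-06, which settles the scale and the direction. The arrays compared have nearly the same distribution, with a median log2 fold of 0.0024 in the ESC-derived pair and -0.037 in the fetal pair.

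The log2 fold of each cluster was CORIN+ minus CORIN-. The fold of a cluster was not tested between populations, since each population has 1 array, and no error or p-value can be given for it. Bootstrap intervals of list medians, and of differences between list medians, came from 10000 draws over the genes of the lists. They describe the spread over genes and not over replicate arrays. Clusters at least 2-fold higher or lower were counted, the overlap of the 2 comparisons was set against the product of both counts divided by the number of clusters, and folds were correlated across clusters as a description. The annotation used for the array pairs 21789 clusters with 1 gene symbol and 1621 with several, and 5446 clusters are unnamed here. Symbols were updated through the gene identifier for 21698 of the clusters with 1 symbol, using the names of the GRCm38.p6 annotation, which gives 19938 genes. No coordinates are printed, because the build behind the array values is not named. Clusters with several symbols give no named gene. Where a gene has several clusters, the cluster with the highest mean signal of the pair represents it.

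The 23 gene lists hold 345 entries, of which 322 were measured. They were written before the data were examined, but after Supplementary Data 1 had been read, so members in it are counted apart, and a median without them is held down by construction. Each median was placed among the medians of 10000 random gene lists of the same size, matched in 20 bins of mean signal. Genes were named by a rule set before the data were examined: the genes the paper names, the 10 highest and 10 lowest clusters with 1 symbol in each comparison, up to 4 members of each list with the largest change in the direction of its median together with members at least 2-fold the other way, and the 5 clusters with the largest opposite change. Values in Supplementary Data 1 had been seen then. Apela was named after its values were seen. Lmx1a and Gapdh are among the paper's genes that no single-symbol cluster represents, and they were not analysed here.

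The alternatives were quantile normalization of the 2 arrays, folds centred on their median, only clusters above the 20th or 50th percentile of signal in at least 1 of the 2 arrays, 32 added to the linear signal, thresholds of 1.5-fold and 3-fold, only clusters with 1 symbol, gene symbols in place of clusters for the overlap, and the mean over all clusters of a gene for list medians. A count of distinct gene symbols in each comparison was added after the data were seen. A value with no test was taken as moved when it changed by more than the scaled median absolute deviation of the log2 folds of its comparison. Counts and list medians were tested on simulated pairs of arrays, made from the real mean signals. Of 50 clusters raised and 50 lowered at each log2 fold of 1.5 and 2, 100% passed 2-fold in both comparisons. These shifts lie far past the threshold beside the spread of the real folds (0.146 and 0.162), so this outcome was to be foreseen. Recovery close to 2-fold, where Anxa2 lies with a log2 fold of 1.01 in the ESC-derived pair, was not tested. Of 40 unchanged lists, 39 lay inside the central 95% in the ESC-derived simulation and 40 in the fetal one. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.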

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

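The random-list tests of the pan-leukocyte genes and of further ESC genes were set before their values were seen, and the tests of a lower neural share, of choroid plexus cells, of the fetal cilium list and of normalization were chosen only after the result was seen. For normalization, other forms were tried before the one reported. All folds come from 1 array per population.

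Macrophage, mesenchyme and erythroid genes were higher in the fetal CORIN+ array, with list medians of 3.07, 1.95 and 1.30 (log2), a signal in genes the paper does not discuss. A lower share of neural cells would raise every other cell type alike. The macrophage median exceeded the endothelial median by 2.86 (95% bootstrap interval over genes 1.54 to 3.64), but only 5 of 17 endothelial genes were above the 50th percentile of signal in a fetal array. Among genes above it the difference was 2.02 (0.88 to 3.59). That filter favours genes that rose, and it moved the endothelial median from 0.22 to 1.49 and the macrophage one from 3.07 to 3.51. Neither interval includes equal medians. The first rests on endothelial genes that are mostly dim in both fetal arrays, and the second on the 5 that the filter kept. The comparison therefore cannot decide, and the explanation stays open for the macrophage genes. For mesenchyme and erythroid genes the filtered differences were 0.50 (-0.46 to 2.11) and 0.51 (-0.44 to 2.09). These cannot decide, so the explanation stays open for them. The 95% bootstrap interval of the macrophage median began at 1.90, and random lists of that signal ended at 0.090. The list stood out because its median exceeded these same random lists, so the interval cannot decide on a normalization error. It shows only that random genes of that signal did not rise as far. Leukocytes in the sorted CORIN+ fraction are a candidate source of the macrophage part. A set of 20 pan-leukocyte genes outside Supplementary Data 1 had a median log2 fold of 0.54, and 19 of them had a higher signal in CORIN+ cells. The median lay above the upper end (0.045) of the central 95% of random lists drawn from genes outside it as well. Macrophages are leukocytes, so these genes would rise with the macrophage list. The set extends the pattern and is no separate test of its source. The CORIN antibody sort itself would not remove cells that bind the antibody for other reasons, which was not tested, and the sources of the mesenchyme and erythroid genes and a biological explanation in the fetal tissue were not tested either.

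Motile cilium genes were higher in the ESC-derived CORIN+LMX1A::GFP+ array, with a list median of 0.82, also outside the genes the paper discusses. Choroid plexus cells, which are ciliated, are argued against, since the cilium median exceeded the choroid plexus median by 0.85 (95% bootstrap interval 0.13 to 1.22), and Ttr, the most abundant choroid plexus transcript, had log2 signals of 6.46 and 6.62 and a log2 fold of -0.16. Rbp4 and Folr1 of the choroid plexus list were higher with the cilium genes, by 2.28-fold and 2.02-fold. The 95% bootstrap interval of the cilium median began at 0.48 and random lists of its signal ended at 0.066. This repeats the comparison by which the list stood out, so it cannot decide on a normalization error. It shows only that random genes of equal signal did not rise as far. The cilium median was -0.033 in the fetal comparison, but 6 of 39 genes were above the 50th percentile of signal in a fetal array, so whether cilium genes go with CORIN in the tissue as well stays open.

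Pluripotency genes were lower in the ESC-derived CORIN+LMX1A::GFP+ array, with a list median of -1.14. The 95% bootstrap interval of the median ended at -0.57 and random lists of that signal began at -0.137. This too repeats the comparison by which the list stood out, so it cannot decide on a normalization error. It shows only that random genes of equal signal did not fall as far. Undifferentiated cells in the CORIN-LMX1A::GFP+ fraction are a candidate source. A set of 13 further genes of ESCs, not examined before, had a median log2 fold of -0.65. This lay below the lower end (-0.130) of the central 95% of random lists, and all 13 had a lower signal in CORIN+LMX1A::GFP+ cells. Genes of the same cell state would fall with the pluripotency list whatever the source. The set therefore extends the pattern and cannot decide on its source. The sort for LMX1A::GFP would have to pass undifferentiated cells, and whether they carried GFP was not measured here.

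The difference of list medians between the comparisons, ESC-derived minus fetal, was -0.52 for endothelial genes, -2.49 for mesenchyme, meninges and pericyte genes and -1.23 for roof plate genes, because each list was below the random range in the ESC-derived pair and above it in the fetal pair. These differences were not tested. Roof plate genes had a median of 0.88 in the fetal pair and Apela a log2 fold of at least 1.17 in both pairs, and the paper discusses neither.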

How the results depend on the processing

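Alternatives set before the data were examined changed the sign of no named fold of at least 2-fold and of no list median outside its random range, and the count of distinct symbols was chosen after the data were seen. No paired analysis was possible because each population has 1 array. Leaving out an array was not possible either. Signal over background cannot be judged from the deposited values, which limits dim clusters most. Of 804 values of named genes under quantile normalization, median-centring and the offset of 32, 764 moved by less than the scaled median absolute deviation, and 40 moved by more, all with the offset of 32. The sign changed in 2 of these values and in 8 list medians, all of which lay within 0.033 of 0 in the deposited values. Of 142 named values at least 2-fold, 5 were under 2-fold after quantile normalization and 11 with the offset. Of 275 list medians, 256 stayed within that deviation. Median-centring, quantile normalization and the 20th percentile moved no count by 1.5 times, and the first 2 say little, since the deposited arrays already had nearly the same distribution.

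At 1.5-fold the counts were 388 higher and 570 lower (ESC-derived), 1434 and 748 (fetal) and 83 shared, and at 3-fold 10 and 36, 312 and 14, and 1, because a threshold sets the count. The fetal lower count of 194 was 98 above the 50th percentile, 118 with the offset of 32, 98 with 1 symbol and 95 as distinct symbols. The last 2 leave out clusters that are unnamed or hold several symbols, and for the others the cause was not tested. Above the 50th percentile the split of fetal calls was 87.2% higher, against 79.9%, and the correlation was 0.108.

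The filter at the 50th percentile removes genes that are dim in both arrays and keeps those that are dim in only 1. The change of a gene thus partly decides whether it stays, and medians can move outward for that reason. With this filter these medians moved. In the ESC-derived pair: forebrain -0.91, motile cilium 1.04, endothelium -0.60, mesenchyme -0.81, neural crest 0.41, pluripotency -1.85, roof plate -0.76 and sex-linked 0.29. In the fetal pair: hindbrain -1.34, oculomotor -0.76, macrophage 3.51, endothelium 1.49, erythroid 2.01, neural crest -0.47, pluripotency -0.47, choroid plexus 1.00 and immediate-early 1.00. With the offset of 32, macrophage was 2.65 and erythroid 1.11.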

Differences from the paper's values

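The paper's text states no fold threshold, so counts at 2-fold are set beside the paper's without a shared rule. At least 2-fold higher were 102 clusters in the ESC-derived pair, where the paper chose 83 genes, 770 in the fetal pair, where it chose 677, and 18 in both, where it found 16, and these lie within 1.5 times of each other. All 83 and 677 clusters listed in Supplementary Data 1 are among the 102 and 770. The clusters not listed are 19 and 93, of which 15 and 88 belong to a gene that is listed through another cluster, 56 of them clusters of Hmcn1 in the fetal pair. Among settings set before the data were examined, the filter at the 50th percentile gave 83 clusters in the ESC-derived pair, 73 of them in the paper's list, with 666 in the fetal pair, and quantile normalization and the 50th percentile each gave 16 shared clusters, which hold 14 and 15 of the paper's 16 genes. With the offset of 32, also set beforehand, 68 clusters were higher in the ESC-derived pair, 58 of them in the paper's list. In the fetal pair 645 were higher, 583 of them in the paper's list, and 13 clusters were shared. Median-centring gave 101 and 815 clusters, with 19 shared. The count of distinct gene symbols, chosen after seeing the values, was 78 and 634.

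Of 32 folds in the paper's common list, 1 differed from the paper's by more than 1.5 times. Another, that of Unc13c in the ESC-derived pair, was 2.25 against 2.34. For Unc13c in the fetal VM the paper's fold is 2.55, and its brightest cluster gave 1.66 here. Quantile normalization (1.59), median-centring (1.70) and the offset of 32 (1.57) did not bring it within 1.5 times, while the mean over the 7 clusters, another alternative set before the data were examined, gave 1.72, which is within 1.5 times. Another cluster of the gene, 10594963, was at 2.55-fold in the fetal VM and 2.34-fold in the ESC-derived cells.

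In the fetal list of Supplementary Data 1, in the copy used here, the symbol stands beside its annotated cluster in 172 of 677 rows, all among the first 179. From row 180, where the cluster of Apela stands beside the symbol Anxa5 with a fold of 3.70, the symbols match the cluster 1 row below in 33 cases, and farther down 5 rows below in 162, 6 rows below in 43, 7 rows below in 141 and 8 rows below in 82. The clusters and folds themselves are those of the deposited values. In the ESC-derived list 79 of 83 symbols stand beside their cluster.

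In its comparison of sorted ESC-derived cells by expression of single genes, the paper reports Nurr1 (Nr4a2) higher and Six3 and Gbx2 lower in CORIN+LMX1A::GFP+ cells, while its immunostaining on day 9 finds NURR1 in CORIN-LMX1A::GFP+ cells. On the arrays, the log2 fold of Nr4a2 in that pair was -0.29 and that of Gbx2 was 0.17, both under 2-fold and without a replicate, while Six3 was at -0.44 and Corin at 1.96 in the direction the paper gives. In the fetal pair Nr4a2 was at 0.64, Gbx2 at -0.92 and Six3 at -1.25.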

Other observations

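All 8 measured genes of the Wnt target list and all 6 of the Hedgehog target list had a lower signal in ESC-derived CORIN+LMX1A::GFP+ than in CORIN-LMX1A::GFP+ cells. The medians of -0.32 and -0.49 were below the random range, and no gene was at least 2-fold lower. The Hedgehog list also holds the pathway members Gli2, Gli3 and Smo, so its count is not one of targets alone. Gli1, Hhip and Ptch1 had log2 folds of -0.85, -0.93 and -0.42. In the fetal VM the medians were 0.14 and 0.059, inside the random range, with the Wnt target Nkd1 2.04-fold higher and Hhip 2.18-fold lower in CORIN+ cells. Of 10 roof plate genes, 2 were at least 2-fold lower in ESC-derived CORIN+LMX1A::GFP+ cells, Bmp4 by 2.27-fold. Of 8 genes of the Notch target list, Hey1 was 2.14-fold higher in ESC-derived CORIN+LMX1A::GFP+ cells. Hey2 and Heyl were 3.28-fold and 2.02-fold higher in fetal CORIN+ cells, and the list medians were 0.14 and 0.20.

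Of the 20 clusters that passed 2-fold in opposite directions, 19 were lower in ESC-derived CORIN+LMX1A::GFP+ cells and higher in fetal CORIN+ cells. The largest opposite changes were those of Arhgdib, Srgn, Lum, Cdh5 and Foxc2, with log2 folds of -1.01 and 3.63, -1.18 and 2.99, -1.40 and 2.75, -1.70 and 2.45, and -1.69 and 2.20.

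The remaining lists were as follows. Oculomotor and red nucleus genes had medians of -0.50 in the ESC-derived pair and -0.48 in the fetal pair, below the random range in both, with Lhx5 3.36-fold and 2.61-fold lower. Radial glia genes had medians of 0.044 and 0.0023, inside the random range, although Slc1a3, a glutamate transporter of radial glia, was at 1.999-fold and 2.24-fold, and Pax6 was 2.34-fold lower in fetal CORIN+ cells. Choroid plexus genes had medians of -0.028, inside the random range, and 0.30, above it. Folr1, a candidate of the paper, is in this list and passed 2-fold in both pairs, with Rbp4 2.28-fold higher and Slc4a5 2.16-fold and Sostdc1 2.54-fold lower in ESC-derived CORIN+LMX1A::GFP+ cells. Neural crest genes had medians of -0.024 and -0.038, with Snai2 4.43-fold higher in fetal CORIN+ cells. Hindbrain genes had a median of -0.097 in the ESC-derived pair and -0.16 in the fetal pair. Above the 50th percentile the fetal value was -1.34, which equals the log2 fold of Nkx2-2, since most Hox genes of the list were dimmer. Postmitotic dopaminergic and mDA progenitor genes had medians of -0.087 and -0.025 in the ESC-derived pair. Macrophage and erythroid genes had medians of -0.012 and 0.025 there, and pluripotency genes one of -0.076 in the fetal pair. Immediate-early genes had medians of -0.11 and 0.38. Sex-linked genes had medians of 0.13 and -0.027, inside the random range in both pairs. Among genes above the 50th percentile of signal, the fetal medians were -1.34 for hindbrain, -0.76 for oculomotor, 1.00 for choroid plexus, -0.47 for neural crest, -0.47 for pluripotency and 1.00 for immediate-early genes, and in the ESC-derived pair neural crest turned to 0.41 and sex-linked genes were at 0.29.

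The paper compares LRTM1 with ALCAM, a marker from another study. On these arrays Alcam was 1.57-fold higher in ESC-derived CORIN+LMX1A::GFP+ cells and had a log2 signal of 12.02 in fetal CORIN+ cells and 9.89 in fetal CORIN- cells.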
